# Group III phospholipase A_2_ promotes colitis and colorectal cancer

**DOI:** 10.1038/s41598-017-12434-z

**Published:** 2017-09-25

**Authors:** Remi Murase, Yoshitaka Taketomi, Yoshimi Miki, Yasumasa Nishito, Moe Saito, Kiyoko Fukami, Kei Yamamoto, Makoto Murakami

## Abstract

Lipid mediators play pivotal roles in colorectal cancer and colitis, but only a limited member of the phospholipase A_2_ (PLA_2_) subtypes, which lie upstream of various lipid mediators, have been implicated in the positive or negative regulation of these diseases. Clinical and biochemical evidence suggests that secreted PLA_2_ group III (sPLA_2_-III) is associated with colorectal cancer, although its precise role remains obscure. Here we have found that sPLA_2_-III-null (*Pla2g3* ^−/−^) mice are highly resistant to colon carcinogenesis. Furthermore, *Pla2g3* ^−/−^ mice are less susceptible to dextran sulfate-induced colitis, implying that the amelioration of colonic inflammation by sPLA_2_-III ablation may underlie the protective effect against colon cancer. Lipidomics analysis of the colon revealed significant reduction of pro-inflammatory/pro-tumorigenic lysophosholipids as well as unusual steady-state elevation of colon-protective fatty acids and their oxygenated metabolites in *Pla2g3* ^−/−^ mice. Overall, our results establish a role of sPLA_2_-III in the promotion of colorectal inflammation and cancer, expand our understanding of the divergent roles of multiple PLA_2_ enzymes in the gastrointestinal tract, and point to sPLA_2_-III as a novel druggable target for colorectal diseases.

## Introduction

Colorectal cancer is a frequent form of malignancy and a major cause of death in the Western hemisphere. Although physiologic levels of inflammation are protective and promote tissue repair, excessive inflammation is deleterious and lies at the basis of inflammatory bowel disease (IBD) that are ultimately linked to the development of colorectal cancer^1^. When commensal bacteria breach the colonic epithelial barrier, they trigger a state of chronic inflammation, which leads to neoplastic transformation of the overlying colorectal epithelium^2,3^. Continuous production of cytokines, growth factors, matrix proteases, angiogenic factors, and reactive oxygen species promote tumorigenesis by creating a microenvironment favoring colonic epithelial proliferation, survival, and invasiveness.

Lipid mediators represent a group of bioactive molecules that have detrimental or beneficial impacts on colorectal inflammation and cancer. Clinical use of non-steroidal anti-inflammatory drugs (NSAIDs), which inhibit cyclooxygenases (COXs) and thereby block the biosynthesis of prostaglandins (PGs) from ω6 arachidonic acid (AA; C20:4), is associated with a decreased risk of colorectal cancer^4,5^. This effect of NSAIDs is attributable mainly to reduced production of PGE_2_, since genetic deletion of biosynthetic enzymes or receptors for PGE_2_ prevents colonic carcinogenesis^6–8^. Conversely, ablation of the PGD_2_ or PGI_2_ pathway accelerates colitis or colitis-associated cancer^9–11^. ω3 Polyunsaturated fatty acids (PUFAs), such as eicosapentaenoic acid (EPA; C20:5) and docosahexaenoic acid (DHA; C22:6), are protective against inflammation and cancer in general, partly through conversion to pro-resolving lipid mediators such as resolvins and protectins^12–15^. Lysophospholipid mediators, such as lysophosphatidic acid (LPA) and sphingosine-1-phosphate (S1P), have also been implicated in colorectal homeostasis and disease^16–20^. Moreover, medium- to long-chain saturated fatty acids have aggravating effects on intestinal and systemic immunological responses, while long-chain unsaturated or short-chain fatty acids counteract these processes toward homeostatic maintenance^21,22^.

Phospholipase A_2_ (PLA_2_) is a group of enzymes that hydrolyze phospholipids to liberate fatty acids and lysophospholipids, representing the first rate-limiting step in the biosynthesis of a variety of lipid mediators. The mammalian genome encodes more than 30 PLA_2_s or related enzymes, which are classified into several subfamilies^23^. Of these, group IVA cytosolic PLA_2_ (cPLA_2_α) is coupled with the production of a large pool of colorectal PGE_2_, which promotes colorectal cancer through its receptor, EP2, and prevents colitis through another receptor, EP4^7,8,24–26^. Group IIA secreted PLA_2_ (sPLA_2_-IIA), an intestinal Paneth cell-derived sPLA_2_ also known to be a genetic modifier for tumor multiplicity in mice^27^, reduces susceptibility to intestinal tumorigenesis possibly by altering the differentiation and function of intestinal stem cells, by mobilization of eicosanoids, or by other mechanisms^28^. Group X sPLA_2_ (sPLA_2_-X), a major sPLA_2_ expressed in colonic epithelial and goblet cells, releases ω3 PUFAs, thus attenuating colitis^24^ and colorectal cancer^28^. These observations in mouse models appear to corroborate the inverse correlation between the expression levels of sPLA_2_-IIA and -X and the malignancy of gastrointestinal cancers in humans^29,30^. However, the entire picture of the PLA_2_-driven lipid pathways that are positively or negatively linked to colon pathophysiology is still not fully understood.

Group III sPLA_2_ (sPLA_2_-III), an atypical sPLA_2_ with unique structural and functional features^31,32^, has been proposed as a candidate biomarker for human colon cancer^33^. Implantation of sPLA_2_-III-transfected colon cancer cells into nude mice leads to increased growth of tumor xenografts^34^. Higher expression of sPLA_2_-III in human colorectal cancer is positively correlated with a higher rate of lymph node metastasis and shorter survival^35^. Moreover, polymorphisms in the human *PLA2G3* gene are significantly associated with a higher risk of colorectal cancer^36^. In the present study, to gain further insights into the role of sPLA_2_-III in colorectal diseases, we utilized sPLA_2_-III-deficient (*Pla2g3* ^−/−^) mice^37,38^. The results we obtained suggest that sPLA_2_-III promotes colonic cancer and colitis at least partly through mobilization of pro-inflammatory/pro-tumorigenic lysophospholipids. Thus, an agent that specifically inhibits this atypical sPLA_2_ could be useful for treatment of patients with colon disorders.

## Results

### sPLA_2_-III is expressed in the colorectal epithelium

Quantitative RT-PCR of C57BL/6 mouse tissues revealed high expression of *Pla2g3* mRNA in the colon and skin, followed in order by the stomach, lung, and immune organs (Fig. 1a). Within the gut tissues, *Pla2g3* was expressed throughout the proximal to distal colon, with a tendency for higher expression in the proximal than distal areas, and the expression was markedly higher than in the small intestine (duodenum, jejunum and ileum) (Fig. 1a, *Inset*). In the colon, *Pla2g3* expression was enriched in *Cd326* (*Epcam)*-positive colonic epithelial cells (CECs) (Fig. 1b). Immunohistochemistry of the wild-type (WT; *Pla2g3* ^+/+^) mouse colon showed that sPLA_2_-III protein was expressed mainly in CECs, particularly those facing the colonic lumen (Fig. 1c). No such staining was evident in the colon of *Pla2g3* ^−/−^ mice, confirming the specificity of the anti-sPLA_2_-III antibody used.

**Figure 1:**
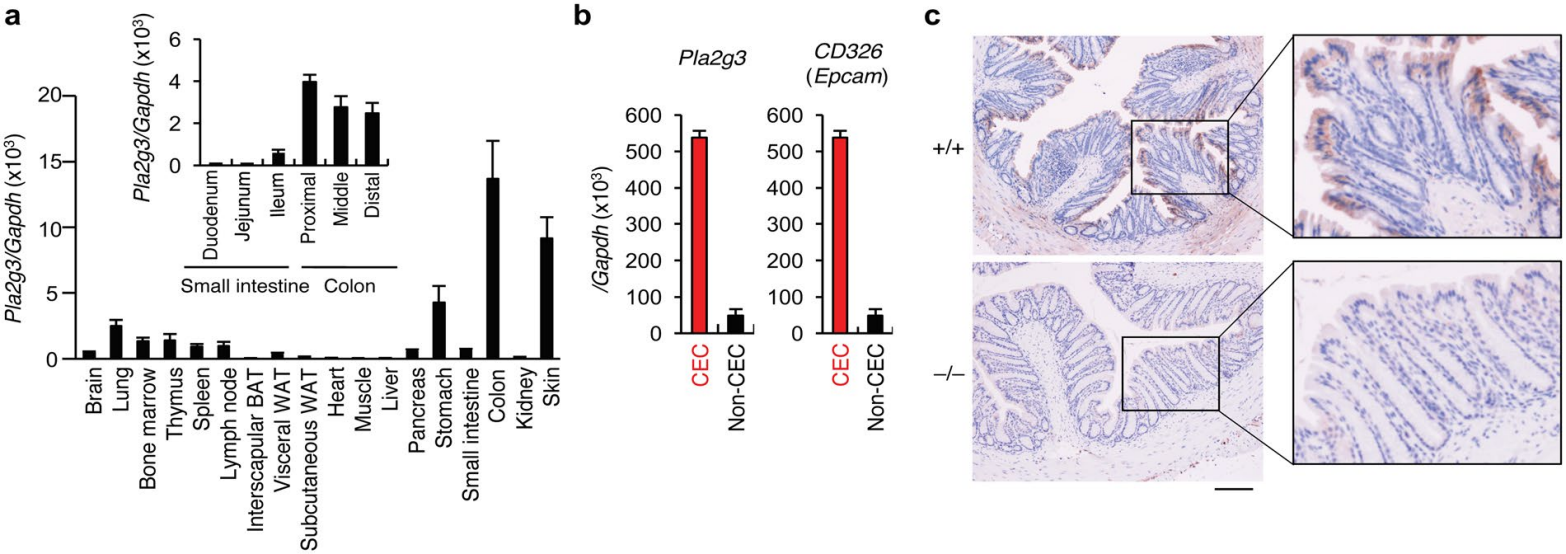
Expression of sPLA_2_-III in mouse colon. (**a**) Quantitative RT-PCR of *Pla2g3* in C57BL/6 mouse tissues (8-weeks-old males), with *Gapdh* normalization (n = 3). *Inset*, expression of *Pla2g3* in distinct portions of the small and large intestines (n = 3). BAT and WAT; brown and white adipose tissues, respectively. (**b**) Quantitative RT-PCR of *Pla2g3* and *Cd326* in CECs and non-CECs in WT colon (*n* = 3). Mean ± SEM, *P < 0.05 and **P < 0.01. (**c**) Immunohistochemistry of sPLA_2_-III in *Pla2g3* ^+/+^ and littermate *Pla2g3* ^−/−^ colons (bar, 100 μm). Boxed areas are magnified. Results are from one (**a**,**b**) and three (**c**) experiments.

### *Pla2g3*^−/−^ mice are protected from colorectal cancer

To assess the role of sPLA_2_-III in colonic cancer, we applied a colon carcinogenesis model induced by azoxymethane (AOM), a procarcinogen that – upon metabolic activation in the liver and distal colon – induces the formation of *O* ^6^-methyl-guanine^39^, in *Pla2g3* ^−/−^ mice and also littermate *Pla2g3* ^+/+^ mice for comparison. *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice were intraperitoneally administered AOM once a week for 6 weeks and then sacrificed 28 weeks after the last treatment (Fig. 2a). AOM treatment induced the development of multiple tumors in the middle to distal colon of *Pla2g3* ^+/+^ mice, whereas tumor development was markedly attenuated in *Pla2g3* ^−/−^ mice (Fig. 2b–d). sPLA_2_-III deletion decreased the total tumor burden in the colon after AOM treatment, the number of large (>2 mm in diameter) and small (<2 mm) tumors being markedly lower in *Pla2g3* ^−/−^ mice than in *Pla2g3* ^+/+^ mice (Fig. 2b,c). Histologically, tumors in *Pla2g3* ^−/−^ mice were rather smaller than those in *Pla2g3* ^+/+^ mice (Fig. 2d). Thus, consistent with previous cell biological and clinical studies^33–36^, our present results lend further support to the notion that sPLA_2_-III contributes to exacerbation of colon cancer.

**Figure 2:**
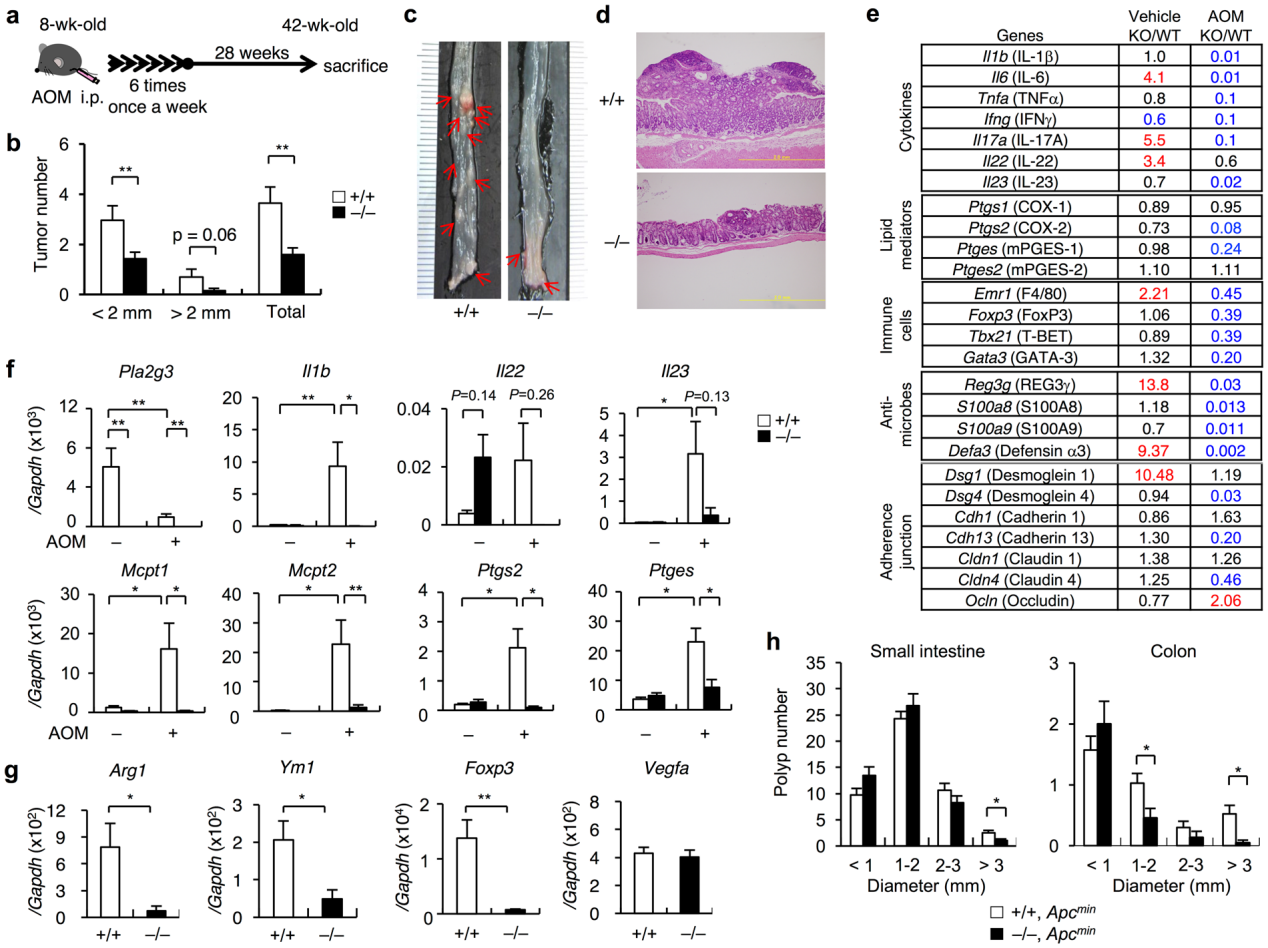
*Pla2g3* ^−/−^ mice are protected against colorectal cancer. (**a**) Schematic representation of the procedure for AOM-induced colon cancer. (**b**) Number of total, small (<2 mm in diameter) and large (>2 mm) polyps per mouse in the colons of AOM-treated *Pla2g3* ^−/−^ in comparison with littermate *Pla2g3* ^−/−^ mice (n = 19–38). (**c**) Representative photographs of colon tissues from *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice. Polyps are indicated by arrows. (**d**) Representative hematoxylin and eosin staining of the colon tissues from *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice. Bar: 200 µm. (**e**) Microarray gene profiling of the whole descending colons of *Pla2g3* ^−/−^ (KO) and littermate *Pla2g3* ^+/+^ (WT) mice with AOM or vehicle treatment. Equal amounts of total RNA (pooled from four mice for each genotype) were subjected to one-color gene expression microarray analysis. Data were processed using Agilent’s Feature Extraction Software and analyzed using GeneSpring Software. Fold changes (KO relative to WT) on the microarray are listed, and genes showing a >2-fold increase (red) or decrease (blue) in expression are highlighted. (**f**) Quantitative RT-PCR of *Pla2g3* and several inflammatory genes in the colons of *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice after treatment with or without AOM (*n* = 5–8). (**g**) Quantitative RT-PCR of genes for M2 macrophages, regulatory T cells, and angiogenesis in the colons of AOM-treated *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice (*n* = 5). (**h**) Number of polyps per mouse in the small and large intestines of *Pla2g3* ^+/+^ *Apc* ^*Min*/+^ and *Pla2g3* ^−/−^ *Apc* ^*Min*/+^ mice (4-month-old males) (n = 27–45). Mean ± SEM, *P < 0.05 and **P < 0.01. Results are from one experiment (**e**) or complied from at least two experiments (**b**,**f**–**h**).

Microarray gene profiling of the colon revealed notable changes in the expression of a panel of genes related to epithelial homeostasis and inflammation in *Pla2g3* ^−/−^ mice, relative to *Pla2g3* ^+/+^ mice (Fig. 2e). 

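The profiles come from 4 arrays, each hybridized with RNA pooled within 1 group of mice, *Pla2g3*+/+ or *Pla2g3*-/-, given vehicle or azoxymethane (AOM), a carcinogen that induces colon tumors. AOM was injected at 10 mg/kg once a week for 6 weeks from 8 weeks of age, and the colons were taken 28 weeks after the last injection. The legend of Fig. 2e gives 4 mice per pool and the whole descending colon, whereas the deposited description gives 3 to 5 mice and calls the tissue of the AOM groups colorectal cancer. With 1 array per group there was no replicate check, and no fold change between a pair of arrays has a p-value. The authors deposited the intensity of each spot from Feature Extraction, subtracted for background and detrended within the array but not scaled between arrays. Here, log2 intensities of 39429 probes, each designed as 60 bases, were scaled by subtracting the 75th percentile of their array. That percentile was an intensity of 646 for *Pla2g3*+/+ and 649.9 for *Pla2g3*-/- with vehicle, and 1309 and 1169 after AOM. Control spots and spots marked as outliers were left out, replicate spots were averaged, and each of 22362 genes was represented by its brightest probe. Between 64.8% and 69.4% of the spots on an array were well above background by the test of Feature Extraction. Where a gene was well above background on 1 array of a comparison only, the dim side was set to the lowest signal well above background on its array, between 10.7 and 17.1, or to its own signal if that was higher. Such a change is written as "at least", and a gene below background on both arrays was given no fold change. *Pla2g3*, the targeted gene, has 3 probes, of which the brightest lies on chromosome 11 of mm9 from 3394109 to 3394168. Its signal was 343 for *Pla2g3*+/+ and 426 for the pool labeled *Pla2g3*-/- with vehicle, and 304 and 1632 after AOM. It was thus 1.24-fold higher with vehicle and 6.05-fold higher after AOM on the array labeled *Pla2g3*-/- than on the array labeled *Pla2g3*+/+. Another probe, from 3393127 to 3393186, gave 1.06-fold and 6.70-fold, and the dimmest, from 3399294 to 3399353, at least 2.33-fold and 2.77-fold. The *Pla2g3* signal therefore went against the genotype labels, and every direction given here follows those labels. With vehicle, 319 genes were over 2-fold higher and 213 over 2-fold lower on the array labeled *Pla2g3*-/- than on that labeled *Pla2g3*+/+, which was 3.25% of the 16383 genes with a value. After AOM, the numbers were 2627 higher and 2189 lower, or 28.0% of 17189 genes. Apart from the fold threshold, the vehicle counts were lowest with normexp background correction and quantile normalization, at 111 higher and 84 lower, and highest with the use of all dim probes, at 682 higher and 698 lower. The normexp setting adds an offset of 50 to every signal, which shrinks the ratios of dim signals by construction. Among genes well above background on both arrays, the SD of the log2 KO/WT ratio was 0.36 with vehicle and 1.2 after AOM. Of 156 genes past 2-fold under both treatments, 63 changed the same way and 93 the opposite way, and across 15829 genes, which are not independent replicates, Pearson's r between the ratios was −0.11. A limma fit of treatment and genotype to the 4 arrays, with 1 residual degree of freedom, asked for changes alike under both treatments. It called 0 of 17872 genes for genotype at an adjusted p of 0.05, with 218 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.994.

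**Figure D1:**
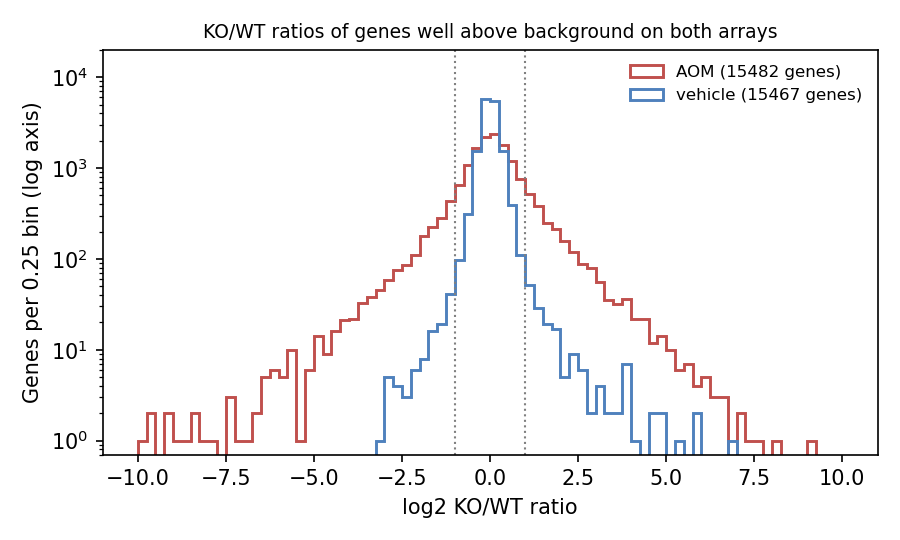
Number of genes (log axis) per bin of the log2 KO/WT ratio for genes well above background on both arrays, with vehicle (15467 genes) and after AOM (15482 genes). Dotted lines mark 2-fold, and the distribution is wider after AOM, with an SD of 1.2 against 0.36.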

In the vehicle-treated control group, the expression levels of *Il6*, *Il*1*7a* and *Il*2*2*, but not *Il23*, were increased in *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice. These cytokines regulate Th17-type immune responses, which on the one hand help to maintain the intestinal barrier, defense and repair, but can also cause immunopathology particularly in the presence of IL-23^40–45^. 

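On the arrays from vehicle-treated mice, *Il22*, whose probe lies on chromosome 10 of mm9 from 117642873 to 117642932, had a signal of 13.7 in *Pla2g3*+/+ and 46.2 in the pool labeled *Pla2g3*-/-. This was a 3.38-fold increase, which rounds to the number printed in Fig. 2e. *Il17a* (chromosome 1, 20724404 to 20724463) was not above background in *Pla2g3*+/+, at 4.57, and reached 25.1 in the pool labeled *Pla2g3*-/-, at least 2.34-fold higher. *Il6* (chromosome 5, 30346367 to 30346426) was below background in both pools, with signals of 2.45 and 10.0, and no fold change can be given. The ratio of these signals without regard to background was 4.08 for *Il6* and 5.5 for *Il17a*, values that equal those printed in Fig. 2e after rounding. *Il23a* (chromosome 10, 127733766 to 127733825), the gene for the IL-23 p19 subunit, was below background in both pools as well, at 6.05 and 4.04. All 4 transcripts lay near the detection limit. With normexp and quantile normalization, the log2 ratio fell from 1.76 to 0.60 for *Il22* and from 1.23 to 0.41 for *Il17a*, neither of which passes 2-fold. The offset of 50 in that setting is larger than each of these *Il22* and *Il17a* signals. The drop therefore follows from the setting and is no test of the changes.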

Consistently, expression of the IL-22-inducible anti-microbe genes *Reg3g* and *Defa3*, as well as the adherence junction protein *Dsg1*, was upregulated in the *Pla2g3* ^−/−^ colon relative to the *Pla2g3* ^+/+^ colon (Fig. 2e), suggesting enhancement of colorectal defense and barrier function in the null mice under steady-state conditions. In contrast, following AOM treatment, the expression levels of many genes related to pro-inflammatory or Th17-related cytokines (*e*.*g*. *Il1b*, *Il6*, *Tnfa*, *Ifng*, *Il17a*, *Il22* and *Il23*), lipid mediators (*e*.*g*. *Ptgs2* and *Ptges*), immune cells (*e*.*g*. *Emr1* and *Tbx21*), epithelial defense (*e*.*g*. *Reg3g*, *S100a8*, *S100a9* and *Defa3*), and adherence junctions (*e*.*g*. *Dsg4*, *Cdh13* and *Cldn4*) were reduced in the *Pla2g3* ^−/−^ colon relative to the *Pla2g3* ^+/+^ colon (Fig. 2e), implying that sPLA_2_-III deficiency protects mice from tumor-associated inflammation and homeostatic perturbation in the colon.

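In the vehicle-treated group, *Reg3g* (chromosome 6 of mm9, 78416420 to 78416479) had a signal of 3969.5 in *Pla2g3*+/+ and 54909 in the pool labeled *Pla2g3*-/-, a 13.8-fold increase that equals the number printed in Fig. 2e. Its neighbor *Reg3b* rose 9.81-fold. On the same array, a list of pancreatic acinar cell genes had a median log2 ratio of 4.27. *Defa3* (chromosome 8, 22427934 to 22427993) was below background in *Pla2g3*+/+, at 9.11, and reached 85.3 in the pool labeled *Pla2g3*-/-, at least 7.96-fold higher. Of its other probes, the one from 22427899 to 22427958 gave 5.33-fold and the one from 22427233 to 22427292 was below background in both pools. The α-defensin genes are close paralogs, and how far probes of 60 bases separate their transcripts was not measured. Another α-defensin gene, *Defa40*, showed a ratio of 1.02. For *Dsg1*, the arrays carry probes for each of the mouse genes *Dsg1a*, *Dsg1b* and *Dsg1c*. *Dsg1a* (chromosome 18, 20501268 to 20501327) rose from 5.03, below background, to 52.8, at least 4.93-fold higher, whereas *Dsg1b* was below background in both pools and *Dsg1c* rose 1.18-fold. With normexp and quantile normalization, whose offset shrinks the ratios of dim signals by construction, the log2 ratio of *Dsg1a* was 0.85 and no longer passed 2-fold. A list of stratified squamous epithelium genes had a median log2 ratio of −0.32.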

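After AOM, 17 of the 26 genes of Fig. 2e were over 2-fold lower in the pool labeled *Pla2g3*-/- than in *Pla2g3*+/+, 1 was over 2-fold higher, 5 were within 2-fold, 1 (*Il22*) had a bound that does not reach 2-fold and 2 were below background in both pools. Among the cytokines, *Il1b* had a signal of 7423 in *Pla2g3*+/+ and 92.3 in the pool labeled *Pla2g3*-/-, 71.3-fold lower, and *Tnf* was 17.1-fold lower. *Il6* was at least 18.4-fold lower, *Il23a* at least 9.60-fold, *Ifng* at least 4.50-fold and *Il17a* at least 3.54-fold, each with a signal below background in the pool labeled *Pla2g3*-/-. *Il22* was at least 1.67-fold lower, with signals of 33.7 and 17.9. *Ptgs2* fell from 1740 to 136, a difference of 11.4-fold. *Ptges* has 2 probes, both with the accession of Supplementary Table 1, of which the brighter showed a ratio of 1.12 and the dimmer was 4.14-fold lower, with signals of 451 and 96.6. *Gata3* was 5.00-fold lower, *Foxp3* 2.55-fold, *Tbx21* at least 2.26-fold and *Adgre1*, the gene called *Emr1* in Fig. 2e, 2.00-fold. *S100a9* was 91.9-fold lower and *S100a8* 80.0-fold. *Reg3g* fell 29.4-fold relative to *Pla2g3*+/+. *Defa3* had a signal of 33760 in *Pla2g3*+/+ and 52.6 in the pool labeled *Pla2g3*-/-, 569-fold lower, and its other probes gave 617-fold and 643-fold. *Dsg4* was at least 9.18-fold lower, *Cdh13* 2.84-fold and *Cldn4* 1.84-fold, whereas *Ocln* was 2.21-fold higher. The ratios of *Foxp3* (0.393), *Gata3* (0.200) and *Cdh1* (1.63) round to the numbers printed in Fig. 2e. With normexp and quantile normalization, *Il17a* (log2 ratio −0.53), *Ifng* (−0.54), *Foxp3* (−0.52), *Tbx21* (−0.23), *Adgre1* (−0.84) and *Dsg4* (−0.998) no longer passed 2-fold. For the dim signals among these, the offset of that setting shrinks the ratio by construction. *Adgre1* fell short of it under scaling by the median as well (−0.97), and *Ocln* without scaling (0.97). *Cldn4* passed 2-fold without scaling (−1.06) and as the mean over its probes (−1.01). The AOM pools also differed in genes that mark tissue and tumor content. The median log2 ratio was 4.12 for a list of smooth muscle genes and −4.18 for a list of Wnt targets in colon tumors. From the decreases in Fig. 2e, the paper proposes that sPLA_2_-III deficiency protects the colon of AOM-treated mice from inflammation and loss of homeostasis that accompany tumors.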

In support of these observations, quantitative RT-PCR revealed that the expression of inflammatory genes (*Il1b*, *Il23*, *Ptgs2* and *Ptges*) was robustly increased in the *Pla2g3* ^+/+^ colon following AOM challenge, whereas these disease-associated changes were scarcely evident in the *Pla2g3* ^−/−^ colon (Fig. 2f). The decreased induction of *Ptgs2* (encoding COX-2) and *Ptges* (encoding PGE_2_ synthase (mPGES-1)) in *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice implies that the tumor-associated production of PGE_2_, a pro-tumorigenic prostanoid^6–8^, is reduced by the lack of sPLA_2_-III. *Il22* expression was elevated in the basal state and decreased after AOM treatment in *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice (Fig. 2f), thus validating the microarray data (Fig. 2e). In line with the crucial role of sPLA_2_-III in mast cell maturation^38^, AOM-induced robust expression of mast cell markers (*Mcpt1* and *Mcpt2*) was nearly absent in *Pla2g3* ^−/−^ colon (Fig. 2f). Furthermore, in the AOM-treated group, the expression of markers for M2 macrophages (*Arg1* and *Ym1*) and regulatory T cells (*Foxp3*), which facilitate tumor growth by counteracting anti-tumor immunity^46,47^, was lower in *Pla2g3* ^−/−^ colon than in *Pla2g3* ^+/+^ colon, although that of the angiogenic marker *Vegfa* was comparable between the genotypes (Fig. 2g). Unlike the situation in human colorectal cancer^33–36^, however, colorectal *Pla2g3* expression was decreased in this colon cancer model (Fig. 2f), probably reflecting tumor heterogeneity or species difference. Nevertheless, these results collectively suggest that sPLA_2_-III promotes tumorigenesis and attendant inflammation in AOM-induced colon cancer.

To address the role of sPLA_2_-III in colon cancer further, we crossed *Pla2g3* ^−/−^ mice with *Apc* ^*Min*/+^ mice, a model of human familial adenomatous polyposis in which the oncogenic Wnt/β-catenin signal is hyperactivated due to a mutation in the *Apc* gene, leading to spontaneous development of intestinal cancer, particularly in the small intestine^48^. Although polyposis in the small intestine was barely affected by sPLA_2_-III depletion, the number of larger polyps was significantly lower in the colon of *Pla2g3* ^−/−^ *Apc* ^*Min*/+^ mice than in that of *Pla2g3* ^+/+^ *Apc* ^*Min*/+^ mice (Fig. 2h). This colon-specific effect might be attributable to the fact that sPLA_2_-III is expressed mainly in the colon, but only minimally in the small intestine (Fig. 1a). Thus, sPLA_2_-III plays an exacerbating role in colonic tumorigenesis in two distinct models.

### *Pla2g3*^−/−^ mice are less sensitive to colitis

Given that all sporadic colon cancers exhibit some aspects of inflammation and that the pathogenesis of some types of colon cancer is associated with IBD^1^, we hypothesized that the protection against colon cancer in *Pla2g3* ^−/−^ mice might be based on an ameliorated inflammatory response. To investigate this possibility, we next performed a model of acute colitis induced by dextran sulfate sodium (DSS), a sulfated polysaccharide known to be toxic to the colonic epithelium^49,50^. The DSS study is applicable to a model of IBD cancer (see below).

We administered 1.5% (w/v) DSS in water to *Pla2g3* ^−/−^ and littermate *Pla2g3* ^+/+^ mice for 4 days and then allowed the animals to recover with clean drinking water for an additional 5 days (Fig. 3a). *Pla2g3* ^+/+^ mice were susceptible to this regimen, beginning to lose body weight on day 5 and losing ~15% of their initial body weight by day 8 (Fig. 3b). This body weight change was preceded by progressive elevation of the clinical score (as monitored by fecal bleeding plus diarrhea), which began to increase on day 1 and peaked on days 6–8 (Fig. 3c). In contrast, the body weight of *Pla2g3* ^−/−^ mice remained nearly constant throughout the experimental period (Fig. 3b). Although the clinical score was gradually increased in *Pla2g3* ^−/−^ mice, it was less severe than that in *Pla2g3* ^+/+^ mice (Fig. 3c). On day 9, necropsy revealed drastic shortening of the colon length in *Pla2g3* ^+/+^ mice, whereas *Pla2g3* ^−/−^ mice were protected from this severe sign of colitis (Fig. 3d). Histologically, the *Pla2g3* ^+/+^ colon showed a progressive increase in crypt abscesses, mucosal inflammation with leukocyte infiltration, and enlargement of the muscularis propria with loss of the colonic epithelium and crypt structure by day 6, followed by apparent recovery from these symptoms by day 9 (Fig. 3e). On the other hand, these histopathological features were fairly mild in the *Pla2g3* ^−/−^ colon (Fig. 3e). On day 4, Ki67-positive epithelial cells were more numerous in the *Pla2g3* ^−/−^ colon than in the *Pla2g3* ^+/+^ colon (Fig. 3f), suggesting that the lack of sPLA_2_-III had allowed rapid recovery from epithelial injury.

**Figure 3:**
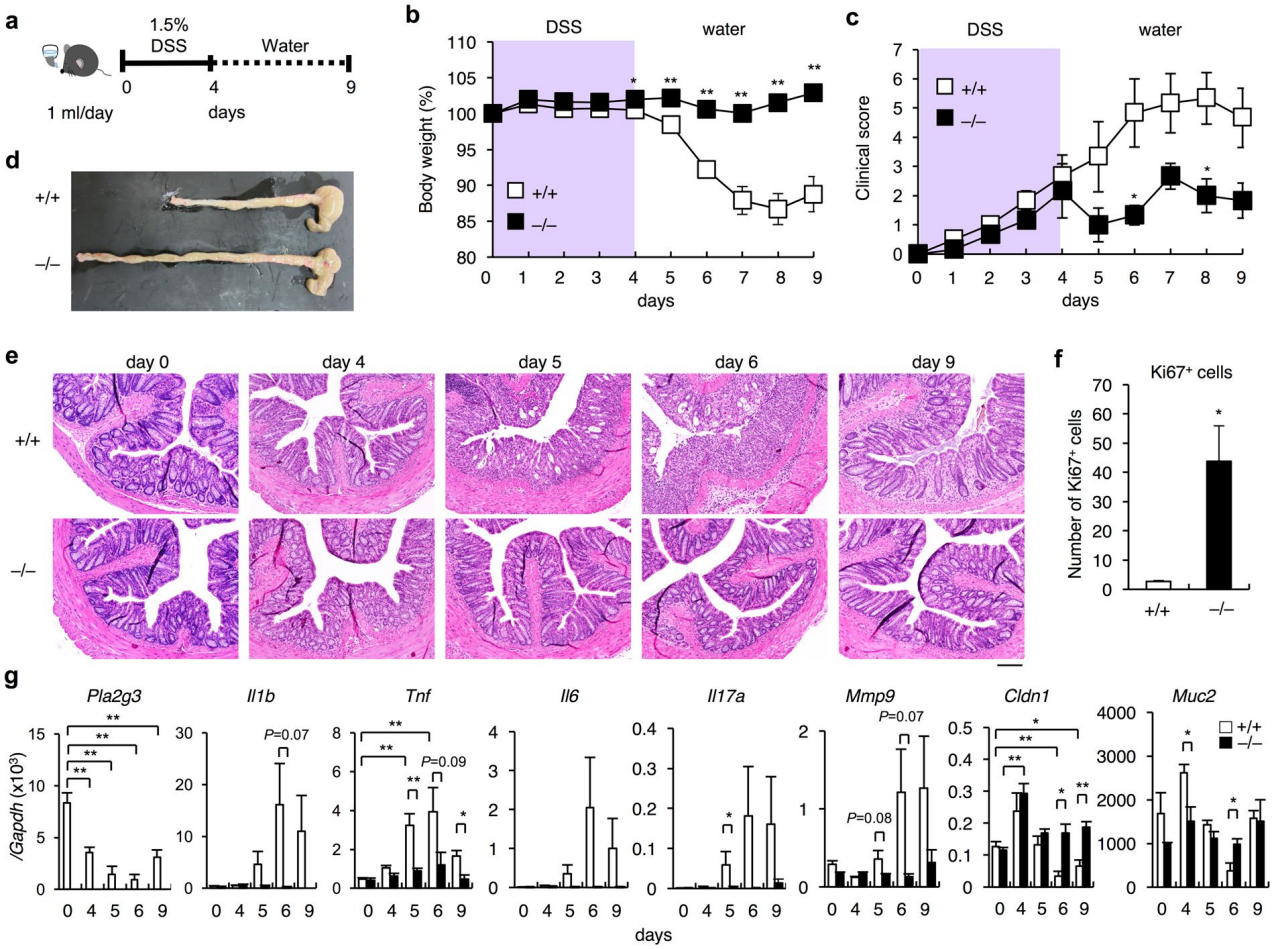
*Pla2g3* ^−/−^ mice are protected against DSS-induced colitis. (**a**) Schematic representation of the procedure for DSS-induced colitis. (**b**,**c**) Daily monitoring of body weight loss (**b**) and clinical score (**c**) in *Pla2g3* ^−/−^ and littermate *Pla2g3* ^+/+^ mice (8-week-old males) with or without DSS treatment (n = 16). (**d**,**e**) Gross appearance (**d**) and histology (**e**) of the colon in *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice after treatment with DSS. Bar, 100 μm. (**f**) Scoring of proliferating CEC cells per section as determined by Ki67 staining of *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ colons on day 4 (n = 3–5). (**g**) Quantitative RT-PCR of *Pla2g3* and several inflammatory or epithelial barrier genes in the colon of *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice after DSS treatment (*n* = 3–5). Mean ± SEM, *P < 0.05 and **P < 0.01. Data are from one experiment (**f**,**g**) or compiled from four experiments (**b**,**c**).

In *Pla2g3* ^+/+^ mice, expression of the pro-inflammatory genes *Il1b*, *Il6*, *Tnfa*, *Ifng*, *Il17a*, and *Mmp9* was markedly induced, whereas that of the epithelial markers *Cldn1* and *Muc2*, which are crucial for epithelial barrier function^51,52^, was decreased, over days 4–9 after DSS challenge, with a peak on day 6 (Fig. 3g). In contrast, expression of these genes was affected only modestly in *Pla2g3* ^−/−^ mice (Fig. 3g). The kinetic expression profile of *Pla2g3* in the WT colon was similar to that of *Cldn1* and *Muc2*, consistent with its localization in the colorectal epithelium, which collapsed during DSS-induced injury. These results suggest that, in contrast to cPLA_2_α and sPLA_2_-X, which exert protective effects against DSS-induced colitis^24^, sPLA_2_-III has a promoting role in this disease model. Immunohistochemistry of DSS-treated WT colon revealed that, in addition to collapsing epithelial cells, some infiltrating inflammatory cells were sporadically stained with anti-sPLA_2_-III antibody (Supplementary Fig. 1). Therefore, it is possible that during colitis, sPLA_2_-III released from these particular immune cell populations might participate in the progress of the disease.

To further assess the relationship between the ameliorating effect of sPLA_2_-III deficiency on colitis (Fig. 3) and that on colorectal cancer (Fig. 2), we next subjected *Pla2g3* ^−/−^ and control *Pla2g3* ^+/+^ mice to chronic DSS treatment (Fig. 4a). With this regimen, *Pla2g3* ^+/+^ mice progressively succumbed to the repeated DSS challenges, around 75% having died by the end point, whereas *Pla2g3* ^−/−^ mice were more resistant (Fig. 4b). Quantitative RT-PCR of the colon revealed markedly reduced expression of pro-inflammatory or pro-tumorigenic genes (*Arg1*, *Ptgs2*, *Il1b* and *Il6*) in *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice (Fig. 4c). Moreover, following the AOM + DSS regimen, in which DSS-induced chronic inflammation leads to the development of colon cancer^53^, the colon of surviving *Pla2g3* ^−/−^ mice had a lower burden of large tumors (>2 mm in diameter) than did replicate *Pla2g3* ^+/+^ mice (Fig. 4d,e). Taken together, these results indicate that the inflammatory microenvironment created by sPLA_2_-III enhances the development of tumors.

**Figure 4:**
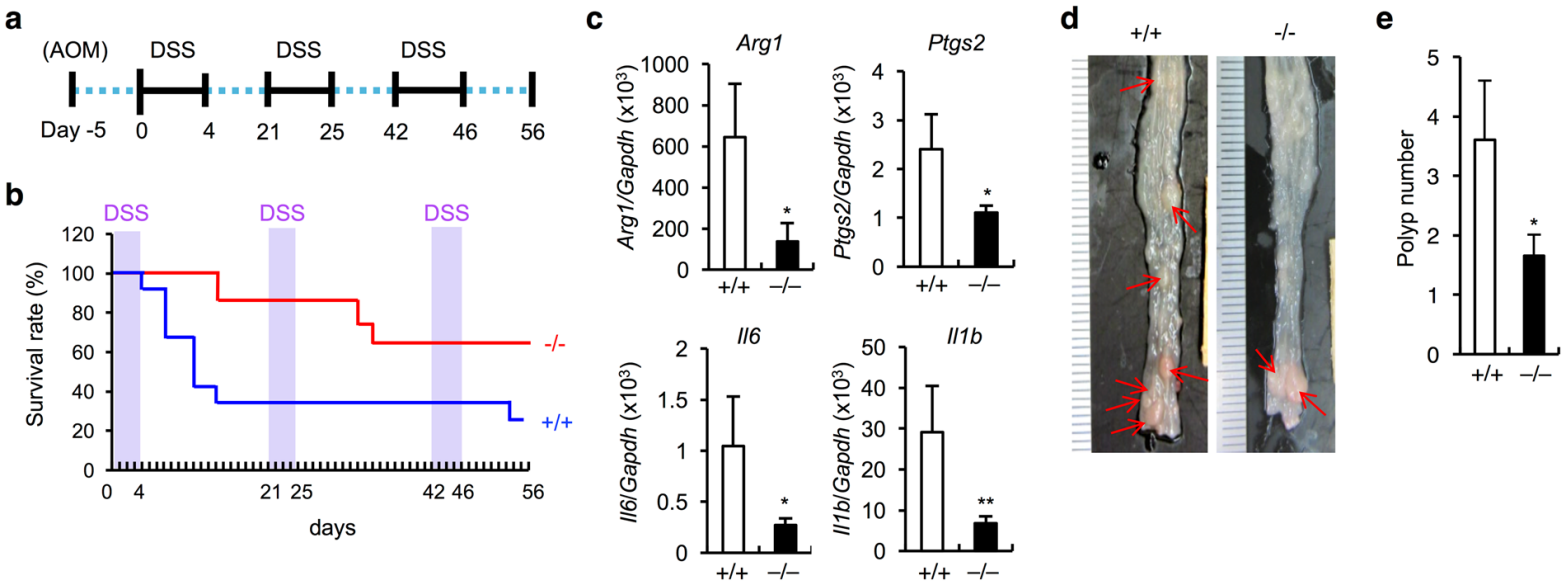
*Pla2g3* ^−/−^ mice are protected against colitis-induced colorectal cancer. (**a**) Schematic representation of the procedure for the AOM + DSS-induced colon cancer model. (**b**) Monitoring of survival rates of *Pla2g3* ^−/−^ and littermate *Pla2g3* ^+/+^ mice following repeated DSS challenges. A representative result of three experiments, starting from 12 and 14 *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice, respectively, is shown. (**c**) Quantitative RT-PCR of inflammation-associated genes in the colons of DSS-treated *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice on day 56 (n = 3 and 9 for *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice, respectively, in one experiment). (**d**) Gross appearance of the colons in *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice after treatment with AOM + DSS on day 56. (**e**) Number of large (>2 mm) polyps per mouse in the colons of AOM + DSS-treated *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice on day 56 (n = 23–29; compiled from two experiments). Mean ± SEM, *P < 0.05 and **P < 0.01.

### Colonic sPLA_2_-III mobilizes lysophospholipids

Under *in vivo* conditions, lipid mobilization by sPLA_2_ depends not only on its intrinsic substrate specificity, but also on the spatiotemporal availability or phospholipid composition of target membranes in a given tissue microenvironment, which explains why distinct sPLA_2_s exert specific functions with different lipid profiles in distinct settings^23^. For instance, colorectal sPLA_2_-X preferentially releases anti-inflammatory ω3 PUFAs, thereby exerting a protective effect against DSS-induced colitis^24^. We reasoned that the pro-inflammatory and thereby pro-tumorigenic actions of sPLA_2_-III might rely on a unique form of lipid metabolism possibly differing from that driven by sPLA_2_-X. With this possibility in mind, we reevaluated the *in vitro* enzymatic action of recombinant sPLA_2_-III on tissue-extracted natural membranes by lipidomics analysis using electrospray ionization mass spectrometry (ESI-MS)^54,55^. Incubation of bulk phospholipids extracted from mouse colon with recombinant sPLA_2_-III resulted in dose-dependent increases of AA and DHA in preference to other fatty acids (Fig. 5a), as well as increases in various lysophospholipid species bearing a saturated or monounsaturated fatty acid (Fig. 5b). These results confirmed that sPLA_2_-III has the capacity to hydrolyze phospholipids with a tendency for *sn*-2 PUFA preference without apparent polar head group selectivity *in vitro* ^23^.

**Figure 5:**
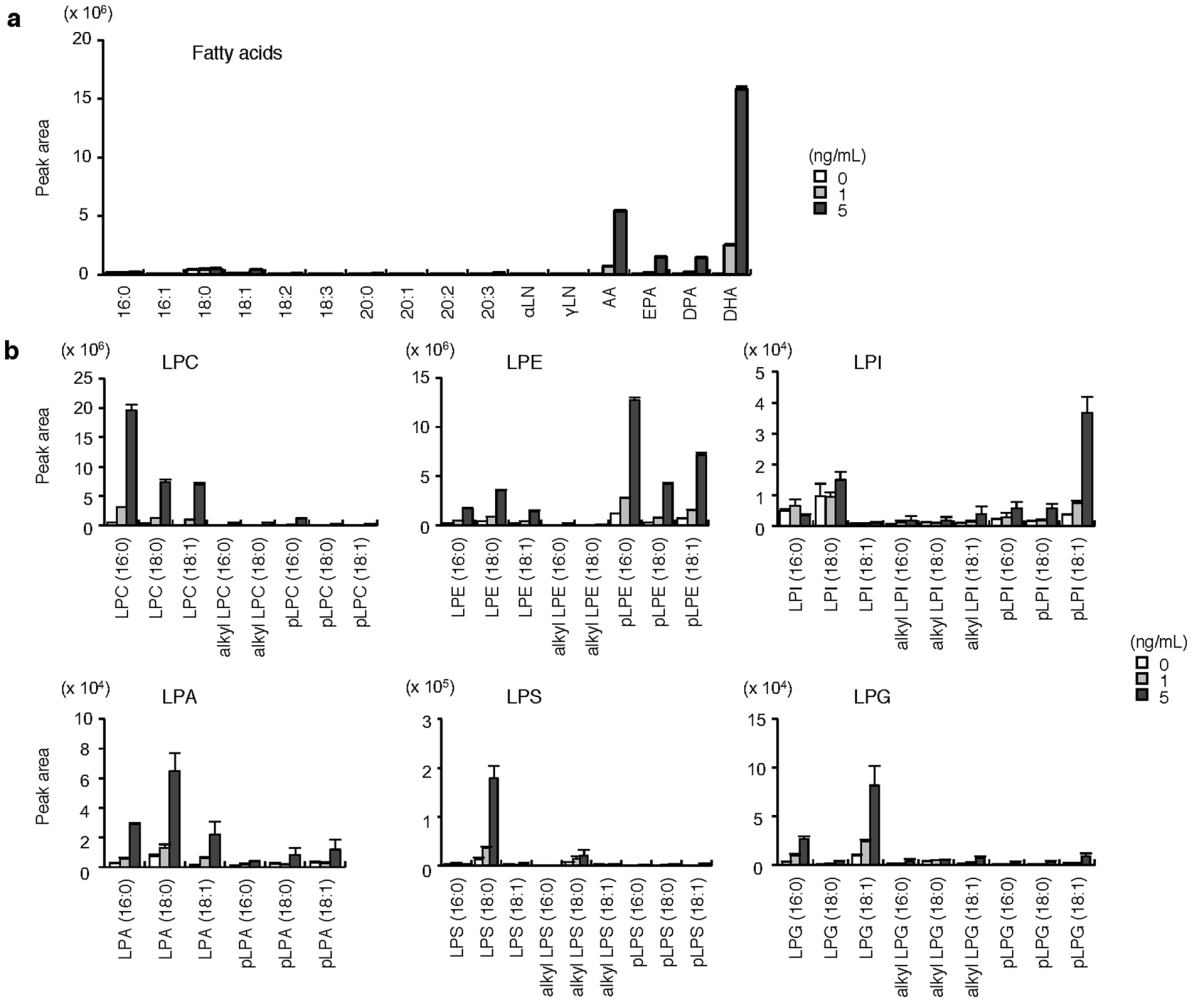
*In vitro* enzymatic activity of sPLA_2_-III on phospholipids extracted from the colon. Release of fatty acids (**a**) and lysophospholipids (**b**) from colon-extracted phospholipids (10 μM) after incubation for 30 min with the indicated concentrations of recombinant sPLA_2_-III (n = 4). Individual lysophospholipid and fatty acid species were evaluated by ESI-MS. Values are mean ± SEM. LPE, lysophosphatidylethanolamine; LPS, lysophosphatidylserine; LPG, lysophosphatidylglycerol. Representative results of two experiments are shown.

Having established the enzymatic property of sPLA_2_-III, we next performed lipidomics analysis of the colon from *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice to identify particular lipid products (fatty acids, lysophospholipids and their metabolites) that were altered by sPLA_2_-III deficiency *in vivo*, under the assumption that the sPLA_2_-III-driven lipid products would be decreased in the null mice. For this purpose, we chose a condition of acute DSS-induced colitis, since chronic inflammation and cancer would be expected to be associated with global alteration in lipid metabolism (see below), making precise assessment of the sPLA_2_-III-intrinsic action difficult. In *Pla2g3* ^+/+^ mice, the colorectal levels of free fatty acids and their metabolites were elevated to various degrees following DSS treatment (Fig. 6a), as expected from our previous study^24^. However, none of these lipids were decreased in *Pla2g3* ^−/−^ colon relative to *Pla2g3* ^+/+^ colon regardless of DSS challenge; in fact, they were unexpectedly elevated in the null mice, particularly under steady-state conditions (Fig. 6a). These lipids included fatty acids [oleic acid (OA, 18:1), linoleic acid (LA, 18:2), AA, EPA and DHA] as well as their oxygenated metabolites including 9-hydroxyoctadecaenoic acid (9-HODE), PGE_2_, 12-hydroxyheptadecatrenoic acid (12-HHT), lipoxin A_4_ (LXA_4_) and resolvin D1 (RvD1), which have been reported to facilitate colorectal barrier function, defense and repair, and prevent colonic inflammation^14,26,56,57^. After DSS treatment, these differences between the genotypes were masked by overall elevation of fatty acids and their metabolites (except for OA, which was significantly greater in the null mice) (Fig. 6a).

**Figure 6:**
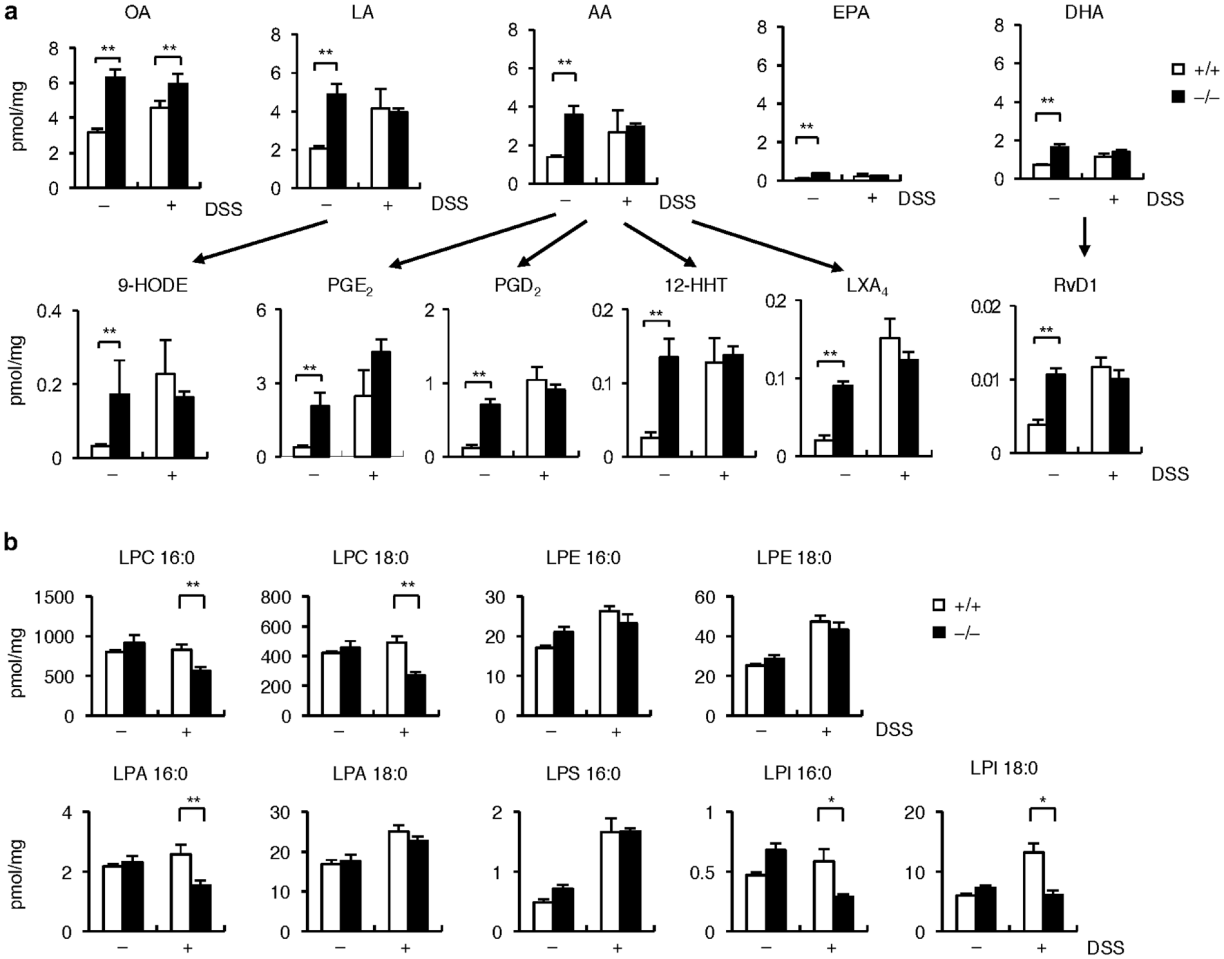
Lipidomics analysis of the colons of *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice. ESI-MS analysis of fatty acids and their metabolites (n = 7–8) (**a**) and lysophospholipids (n = 5–7) (**b**) in the colons of *Pla2g3* ^−/−^ and littermate *Pla2g3* ^+/+^ mice with (+) or without (−) DSS treatment for 4 days. Mean ± SEM, *P < 0.05 and **P < 0.01. Representative results of two experiments are shown.

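For the lipid-metabolic genes, the 122 genes of Supplementary Table 1 were taken from the 4 arrays of Fig. 2e. For 119 of them, the probe was the brightest of those that carry the accession given in the table, of which 33 genes have several, and for the remaining 3 the probe was found by the gene symbol. A gene was counted as changed when it passed 2-fold in either direction. The median log2 ratio of the genes was set against 10000 random lists of genes matched on mean signal, which describes these arrays and is not a test across mice.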

Considering that the steady-state increase of fatty acids appeared to reflect a secondary, rather than direct, effect of sPLA_2_-III deficiency, we compared the expression of a wide array of lipid-metabolic genes in *Pla2g3* ^+/+^ and *Pla2g3* ^−/−^ mice using the microarray. However, the steady-state expression levels of most lipid-metabolic genes were not profoundly affected by the lack of sPLA_2_-III (Supplementary Table 1). 

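With vehicle, 121 of the 122 genes had a value, and 119 of these (98.3%) did not pass 2-fold between the pools, 1 of them, *Plcb1*, by a bound only. Over 2-fold higher in the pool labeled *Pla2g3*-/- was 1 gene, *Pla2g12b*, at 2.02-fold, and over 2-fold lower was 1 gene, *Alox12e*, at least 2.37-fold. Both are named because of their values. Changes past 2-fold thus made up 1.65% of the listed genes with a value. Among the genes well above background on both arrays, ratios ran from 0.673 for *Abhd2* up to that of *Pla2g12b*, with 74 genes above 1 and 45 below. The median log2 ratio was 0.064, at percentile 99.26 of the random lists. The counts depended on the probes and on dim signals. With normexp and quantile normalization they became 0 higher and 0 lower, and with the mean over all probes of a gene 2 were higher.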

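*Lpcat2* (chromosome 8 of mm9, 95443101 to 95443160) had a vehicle signal of 34.4 in *Pla2g3*+/+ and 31.2 in the pool labeled *Pla2g3*-/-, a ratio of 0.909. *Aloxe3* (chromosome 11, 68962557 to 68962616) had a signal of 15.2 in *Pla2g3*+/+, and its signal of 15.8 in the pool labeled *Pla2g3*-/- was not above background, so no fold change was given. The ratio of the 2 *Aloxe3* signals without regard to background was 1.04. Each gene has 1 probe on the array.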

A few exceptions included substantial elevation of *Lpcat2* (lysophosphatidylcholine (LPC) acyltransferase 2) and *Aloxe3* (epidermal lipoxygenase 3) in *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice, but these alterations could not fully account for the overall elevation of free fatty acids and their metabolites in the null mice. Therefore, we speculate that the steady-state elevation of fatty acid levels in the *Pla2g3* ^−/−^ colon might result from post-transcriptional modifications of some lipid-metabolic enzymes or from an alteration in colorectal microbiota that produce or consume fatty acids. Nevertheless, the steady-state increases of colon-protective fatty acid metabolites in *Pla2g3* ^−/−^ mice could have contributed, at least partly, to protection against colitis. As expected, the expression levels of many lipid-metabolic genes were altered in AOM-treated *Pla2g3* ^−/−^ mice compared with *Pla2g3* ^+/+^ mice (Supplementary Table 1), likely as a result of the marked attenuation of colon cancer in the null mice. For instance, the reduced expression of *Pla2g2d* corroborates the decrease of tumor-promoting M2-like macrophages (Fig. 2g)^58^, the reduced expression of *Plcg1* and *Plcg2* could explain the decreased growth factor signaling^59^, and the altered expression of several lipogenic, lipolytic and β-oxidation genes might reflect cancer-associated metabolic reprogramming^60^, in AOM-treated *Pla2g3* ^−/−^ mice relative to *Pla2g3* ^+/+^ mice.

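After AOM, 35 of the 122 genes were over 2-fold higher and 21 over 2-fold lower in the pool labeled *Pla2g3*-/- than in *Pla2g3*+/+, which is 45.9% of the list. The remaining 66 genes did not pass 2-fold, 1 of them, *Plcb1*, by a bound only (at least 1.59-fold higher). Among the 120 genes well above background on both arrays, ratios ran from 0.0238 for *Alox12*, which was 42.0-fold lower, to 6.85 for *Acsm3*. *Lipg*, below background in *Pla2g3*+/+, was at least 3.80-fold higher, but its log2 ratio was 0.56 with normexp and quantile normalization, under 2-fold. The offset of that setting shrinks the ratio of such dim signals by construction. The median log2 ratio was 0.31, at percentile 99.97 of the random lists. A 4-fold threshold left 11 genes higher and 5 lower, and no other alternative moved either count by more than 1.5 times. The paper proposes that these changes follow from the attenuation of colon cancer in *Pla2g3*-/- mice.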

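*Pla2g2d* had an AOM signal of 711 in *Pla2g3*+/+ and 54.7 in the pool labeled *Pla2g3*-/-, a ratio of 0.0867 by the brighter and of 0.0416 by the dimmer of its 2 probes, both with the accession of Supplementary Table 1. Its vehicle ratio was 0.816. *Plcg1* had signals of 265 and 73.5, 3.20-fold lower, and its 2 other probes gave 3.56-fold and at least 2.45-fold. With normexp and quantile normalization its log2 ratio was −0.87, under 2-fold. *Plcg2* had signals of 3013 and 778, 3.43-fold lower. By section of the table, 8 genes were over 2-fold higher and 6 lower of 39 genes for lipogenesis and lipid mediator synthesis, and 9 higher and 9 lower of 40 phospholipase A_2_s and related enzymes. Among other lipases 11 were higher and 5 lower of 25, and among fatty acid β-oxidation genes 7 were higher and 1 lower of 18. *Lpcat2* rose 2.74-fold after AOM, or by a log2 ratio of 0.58 with normexp and quantile normalization, and *Aloxe3* had a ratio of 1.01. The offset of the normexp setting shrinks the ratios of dim signals by construction.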

Intriguingly, under DSS-treated (but not steady-state) conditions, the colonic levels of several, if not all, classes of lysophospholipids, including LPC, LPA, and lysophosphatidylinositol (LPI) bearing a saturated fatty acid, which are typical PLA_2_ reaction products, were significantly lower in *Pla2g3* ^−/−^ than in *Pla2g3* ^+/+^ mice (Fig. 6b). A large body of evidence suggests that these lysophospholipid species participate in the promotion of colitis or colonic cancer^16–19,61^. It is thus likely that sPLA_2_-III mobilizes a pool of these pro-inflammatory and/or pro-tumorigenic lysophospholipids from DSS-damaged, rather than intact, epithelial membranes, thus contributing to the exacerbation of colonic inflammation and subsequent progression to colonic cancer.

## Discussion

The proposed connection of sPLA_2_-III with colorectal cancer has arisen from the findings that overexpression of sPLA_2_-III in colon cancer cells enhances proliferation both in culture and in nude mice^34^, that higher expression of sPLA_2_-III is significantly correlated with more aggressive metastasis and poorer prognosis in patients with colorectal cancer^35^, and that human *PLA2G3* polymorphisms are significantly associated with a higher risk of colon cancer^36^. Our present study employing *Pla2g3* ^−/−^ mice provides compelling evidence for the exacerbating role of sPLA_2_-III in colorectal cancer. Given that *Pla2g3* ^−/−^ mice are also protected from colitis, the pro-tumorigenic function of sPLA_2_-III may rely, at least in part, on the ability of this extracellular lipolytic enzyme to propagate colorectal inflammation, which is now well recognized as a key mechanism underlying colorectal carcinogenesis^1–3^.

Currently, only a few PLA_2_s have been firmly assigned to colonic pathophysiology. cPLA_2_α, an AA-specific intracellular PLA_2_ that is activated by Ca^2+^ and phosphorylation following diverse stimuli^62,63^, mobilizes a large pool of colonic PGE_2_, which is protective against acute injury but accelerates chronic colitis and cancer, most likely by acting on distinct PGE_2_ receptors spatiotemporally expressed in different cells^6–8,24,25^. Thus, mice lacking EP4 display more severe acute colitis, whereas those lacking EP2 are protected from colonic cancer^8,26^. Genetic absence of sPLA_2_-IIA and -X in the small and large intestines improves recovery from intestinal inflammation but predisposes mice to colorectal cancer, and this trade-off effect has been proposed to involve sPLA_2_ receptor-dependent activation of cPLA_2_α and thereby production of PGE_2_^28^. Using knockout mouse lines for various sPLA_2_s, we have recently shown that sPLA_2_-X preferentially mobilizes anti-inflammatory ω3 PUFAs including DHA and EPA, which block harmful Th17-type immune responses and thereby attenuate colitis partly through the fatty acid receptor GPR120^24^. Our present results suggest that colorectal sPLA_2_-III drives another arm of the lipid pathways, namely the production of pro-inflammatory/pro-tumorigenic lysophosholipids, which may be eventually linked to the exacerbation of colonic inflammation and cancer. These findings accommodate an emerging concept that distinct PLA_2_s act on different membranes, thereby spatiotemporally mobilizing specific lipid products that have variable impacts on distinct stages of homeostasis and diseases even in the same tissue^23^.

In DSS-treated *Pla2g3* ^−/−^ colon, there are significant decreases in LPC, LPA and LPI species with a saturated fatty acid, suggesting that they are produced by sPLA_2_-III. LPA, a pluripotent lysophospholipid mediator with diverse functions, is produced either indirectly by conversion of phosphatidylcholine (PC) to LPC by PLA_2_ (or PLA_1_) and then to LPA by autotaxin (lysophospholipase D) or directly by PLA_2_ (or PLA_1_)-mediated conversion of phosphatidic acid (PA) to LPA^64^. A growing body of evidence suggests that LPA promotes cancer cell proliferation, motility and metastasis^65–68^. This view appears to be reminiscent of the potential association of sPLA_2_-III with colon cancer malignancy and metastasis in humans^35,36^. Indeed, the attenuated colonic inflammation and cancer observed in *Pla2g3* ^−/−^ mice are strikingly similar to those reported for mice lacking one of the LPA receptors, LPA_2_^17,69^. Although the *in vivo* roles of LPI, a PLA_2_-hydrolyzed product of phosphatidylinositol (PI), are less clear, genetic or pharmacological ablation of GPR55, an LPI receptor, has been reported to alleviate colitis^18,61^. Since sPLA_2_-III has the capacity to hydrolyze all classes of phospholipids without apparent polar head group specificity, we speculate that this sPLA_2_ may be accessible to certain membrane compartments rich in the precursor phospholipids (PC, PA and PI) within a particular colonic microenvironment, leading to generation of a pool of the pathogenetic lysophospholipid species that may act on specific receptors such as LPA_2_ and GPR55. Notably, lysophospholipid production by sPLA_2_-III is evident in DSS-treated, but not steady-state, colon, suggesting that sPLA_2_-III acts on labile or damaged epithelial membranes or on certain infiltrating leukocyte membranes in this disease setting.

Contrary to our prediction, the steady-state levels of unsaturated fatty acids and their metabolites (prostanoids, lipoxins and resolvins) were found to be noticeably elevated (rather than decreased) in *Pla2g3* ^−/−^ colon relative to *Pla2g3* ^+/+^ colon. Given the biological actions of these fatty acid metabolites^14,26,56,57^, this alteration could contribute to homeostatic protection against epithelial damage and excessive inflammation in *Pla2g3* ^−/−^ mice. Indeed, the steady-state increase of PGE_2_ could account for that of IL-22, an epithelial cytokine crucial for intestinal homeostasis^70^, in *Pla2g3* ^−/−^ mice, since this AA metabolite, by acting on its receptor EP4, promotes gut barrier function through driving IL-22 production by type 3 innate immune cells (ILC3s)^71^. AA-derived LXA_4_ and DHA-derived RvD1 are now well recognized as anti-inflammatory lipid mediators that sequester inflammatory responses in general^72^. Moreover, long-chain fatty acids can shape the host-microbiome interface by modulating homeostatic inflammasome signaling in CECs followed by IL-22 expression by ILC3s, which in turn promotes the secretion of mucins and antimicrobial peptides from CECs and the regeneration of colonic stem cells^42,73,74^.

The unusual increase of fatty acids and their metabolites in the *Pla2g3* ^−/−^ colon in the normal state could be explained by a compensatory mechanism involving an increase of lipid synthesis or a reduction of lipid consumption. However, our microarray analysis showed that the steady-state expression levels of a wide array of lipid-metabolic genes were largely unaffected by sPLA_2_-III deficiency. Since our present study suggests that the *Pla2g3* ^−/−^ colon shows signs of improved epithelial barrier function under steady-state conditions, it is tempting to speculate that certain homeostatic stimuli such as innate or adaptive immune responses triggered by commensal bacteria or nutrients, which exert various effects on intestinal physiology^42,75^, might post-transcriptionally modulate the activity, stability or localization of some lipid-metabolizing enzymes, leading to constitutive elevation of free fatty acid levels. Alternatively, the absence of sPLA_2_-III might alter colorectal microflora that produce or consume fatty acids. In this context, sPLA_2_-III constitutively secreted from CECs might affect the functions or populations of colonic stem cells, ILC3s or other cells, or even the microbiome, by mobilizing certain unidentified lipid metabolites or acting directly on microbial membranes, a possibility that remains to be investigated. Apart from the steady-state increase of PGE_2_, the absence of sPLA_2_-III markedly attenuates the tumor-associated induction of PGE_2_-biosynthetic enzymes (COX-2 and mPGES-1), implying the reduced biosynthesis of pro-tumorigenic PGE_2_ in the colon cancer state.

sPLA_2_-III secreted from mast cells promotes their maturation and accompanying anaphylaxis through a microenvironmental PGD_2_-mediated paracrine circuit^38^. Indeed, we have shown that the expression levels of mast cell markers are markedly lower in *Pla2g3* ^−/−^ colon than in *Pla2g3* ^+/+^ colon, confirming that the null mice have mast cell insufficiency^38^. Several lines of evidence suggest that mast cells often influence the pathology of colitis and cancer^76–78^, raising the possibility that sPLA_2_-III in mast cells may have a role in colorectal diseases. However, recent findings suggesting that mast cell-derived PGD_2_ prevents, rather than promotes, colon inflammation and cancer^10^ and that mast cells facilitate recovery, rather than injury, of the epithelium in DSS-induced colitis^77^ argue against this idea. Future analysis using mice with conditional *Pla2g3* deletion in CECs, mast cells, or even other cell types will provide further insight into the mechanistic action of sPLA_2_-III.

Lastly, given that sPLA_2_-III, an atypical sPLA_2_, is insensitive to classical sPLA_2_ inhibitors and that no protein structurally homologous to sPLA_2_-III is encoded in the human genome, a new agent that specifically inhibits this unique sPLA_2_ may be useful for the treatment of patients with IBD and colorectal cancer.

## Methods

### Mice

Heterozygous *Pla2g3* ^+/-^ mice (C57BL/6 × 129 Sv) were backcrossed to the C57BL/6 background for three generations, and then male and female heterozygotes were intercrossed to obtain *Pla2g3* ^−/−^ mice and littermate *Pla2g3* ^+/+^ mice^37,38^. Probably because of this genetic background, littermate *Pla2g3* ^+/+^ mice were more susceptible to colitis and colonic tumorigenesis than C57BL/6 mice, as the presence of the 129/Sv genetic background increases the sensitivity to these models^79–82^. *Apc* ^*Min*/+^ mice were purchased from Jackson Laboratory and crossed with *Pla2g3* ^−/−^ mice. C57BL/6 mice were obtained from SLC Japan. All mice were housed in climate-controlled (23 °C) specific pathogen-free facilities with a 12-h light-dark cycle, with free access to standard diet CE2 (CLEA Japan) and water. All procedures involving animals were approved by the Institutional Animal Care and Use Committees of the Tokyo Metropolitan Institute of Medical Science, in accordance with the Standards Relating to the Care and Management of Experimental Animals in Japan.

### Histology and immunohistochemistry

Formalin-fixed tissues were embedded in paraffin, sectioned, mounted on glass slides, deparaffinized in xylene, and rehydrated in ethanol with increasing concentrations of water. The tissue sections (4 μm thick) were incubated with 20 μg/ml proteinase K (Invitrogen) in phosphate-buffered saline (PBS) for antigen retrieval as required, incubated for 10 min with 3% (v/v) H_2_O_2_, washed 3 times with PBS for 5 min each, incubated with 5% (w/v) skim milk in PBS for 30 min, washed 3 times with PBS for 5 min each, and incubated with rabbit antibody against human sPLA_2_-III^83^ or Ki67 (Novus Biologicals) or with control antibody (Abcam) at 1:500 dilution in PBS overnight at 4 °C. The sections were then treated with a CSA system staining kit (Dako) with diaminobenzidine substrate, followed by counterstaining with hematoxylin.

### Quantitative RT-PCR

Total RNA was extracted from tissues or cells using TRIzol reagent (Invitrogen). First-strand cDNA synthesis was performed using a High Capacity cDNA Reverse Transcriptase Kit (Applied Biosystems). PCR was carried out using the TaqMan Gene Expression Assay (Applied Biosystems) on the ABI7700 Real Time PCR system (Applied Biosystems). The probe/primer sets used are listed in Supplementary Table 2.

### DSS-induced colitis

Mice (8 weeks old, male) were orally administered 1.5% (w/v) DSS (average molecular weight 36,000–50,000) (MP Biomedicals, Solon, OH) in drinking water for 4 days and then allowed to recover with free access to DSS-free drinking water for an additional 5 days. Changes in body weight were evaluated every day. To assess the severity of colitis, body weight, stool consistency, and occult blood in the stools were monitored daily^24^. Diarrhea was scored as follows: 0, normal; 2, loose stools; 4, watery diarrhea. Occult blood was scored as follows: 0, normal; 2, hemoccult positive; 4, gross bleeding. On the last day of the experiments, the colon was removed for histological and biochemical analyses.

### AOM-induced colorectal cancer

Mice (8 weeks old, male) were injected intraperitoneally with AOM (Wako) at a dose of 10 mg/kg body weight once a week for 6 weeks. Mice were sacrificed 28 weeks after the last injection of AOM. On the last day of the experiments, the colon was removed for histological and biochemical analyses.

### Colitis-associated colorectal cancer

Colitis-associated colorectal cancer was induced in mice (8 weeks old, male) by intraperitoneal injection with AOM at a dose of 10 mg/kg on day -5. On day 0, the mice were orally treated with 1.5% DSS for 4 days, followed by regular drinking water until day 21. The DSS treatment was repeated for two additional cycles. On day 56, the colon was removed for histological and biochemical analyses.

### Separation of colonic epithelial and non-epithelial cells

The colon was removed, opened longitudinally, washed with PBS, and incubated with PBS containing 5 mM EDTA with shaking for 30 min at 37 °C. The tissue was separated into CECs and non-CECs under a stereomicroscope, and the cells were washed with PBS before use.

### Microarray analysis

Total RNA extracted from mouse colons was purified using the RNeasy Mini Kit (Qiagen). The quality of the RNA was assessed with a 2100 Bioanalyzer (Agilent Technologies). cRNA targets were synthesized and hybridized with a Whole Mouse Genome Microarray in accordance with the manufacturer’s instructions (Agilent Technologies). The array slides were scanned using a SureScan Microarray Scanner (Agilent Technologies). Microarray data were analyzed with Agilent’s Feature Extraction Software. The GEO accession number for the microarray is GSE102389.

### Lipidomics analysis

ESI-MS was performed in accordance with our current protocol^55^. In brief, for detection of phospholipids, tissues were soaked in 10 volumes of 20 mM Tris-HCl (pH 7.4) and homogenized with a Polytron homogenizer. Lipids were extracted from the homogenates by the method of Bligh and Dyer^84^. MS analysis was performed using a 4000Q-TRAP quadrupole-linear ion trap hybrid mass spectrometer (AB Sciex) with liquid chromatography (LC; NexeraX2 system; Shimazu). The samples were applied to a Kinetex C18 column (1 × 150 mm i.d., 1.7 μm particle) (Phenomenex) coupled to ESI-MS/MS. The samples injected by an autosampler (10 μl) were separated by a step gradient with mobile phase A (acetonitrile/methanol/water = 1:1:1 [v/v/v] containing 5 μM phosphoric acid and 1 mM ammonium formate) and mobile phase B (2-propanol containing 5 μM phosphoric acid and 1 mM ammonium formate) at a flow rate of 0.2 ml/min at 50 °C. For detection of fatty acids and their oxygenated metabolites, tissues were soaked in 10 volumes of methanol and then homogenized with a Polytron homogenizer. After overnight incubation at −20 °C, water was added to the mixture to give a final methanol concentration of 10% (v/v). The samples in 10% methanol were applied to Oasis HLB cartridges (Waters), washed with 10 ml of hexane, eluted with 3 ml of methyl formate, dried under N_2_ gas, and dissolved in 60% methanol. The samples were then applied to a Kinetex C18 column (1 × 150 mm i.d., 1.7 μm particles) (Phenomenex) coupled to ESI-MS/MS as described above. The samples injected by an autosampler (10 μl) were separated using a step gradient with mobile phase C (water containing 0.1% acetic acid) and mobile phase D (acetonitrile/methanol = 4:1; v/v) at a flow rate of 0.2 ml/min at 45 °C. Identification was conducted using multiple reaction monitoring (MRM) transition and retention times, and quantification was performed based on the peak area of the MRM transition and the calibration curve obtained with an authentic standard for each compound. As internal standards, *d5*-labeled EPA and 17:0 LPC (1 nmol; Cayman Chemicals) were added to each sample.

### PLA_2_ enzyme assay using natural membranes

Total phospholipids were extracted from mouse colon and further purified by straight-phase chromatography. The samples extracted in chloroform were applied to a Sep-Pak Silica Cartridge (Waters), washed sequentially with acetone and chloroform/methanol (9/1; v/v), eluted with chloroform/methanol (3/1; v/v), and dried under N_2_ gas. The membrane mimic composed of tissue-extracted lipids (10 μM) was sonicated for 5 min in 100 mM Tris-HCl (pH 7.4) containing 4 mM CaCl_2_ and then incubated for appropriate periods with the mature form of recombinant human sPLA_2_-III protein^83^ (1–5 ng/ml) at 37 °C for 30 min. After incubation, the lipids were mixed with internal standards, extracted, and subjected to LC-MS for detection of fatty acids and lysophospholipids, as noted above.

### Statistical analysis

Data are expressed as mean ± SEM. Statistical significance of differences between groups was evaluated by two-tailed Student’s *t* test or one-way ANOVA at a significance level of *P* < 0.05.

## Electronic supplementary material

Supplemental information

# Supplementary material for: Group III phospholipase A2 promotes colitis and colorectal cancer
**Source:** Sci Rep. 2017 Sep 25;7:12261. doi: 10.1038/s41598-017-12434-z
**Supplement:** Supplementary file 1 — Supplemental information

## Supplementary information

### Group III phospholipase A<sub>2</sub> promotes colitis and colorectal cancer

Remi Murase<sup>1,2</sup>, Yoshitaka Taketomi<sup>1,2</sup>, Yoshimi Miki<sup>1,2</sup>, Yasumasa Nishito<sup>3</sup>, Moe Saito<sup>2,4</sup>, Kiyoko Fukami<sup>4</sup>, Kei Yamamoto<sup>2,5,6</sup>, and Makoto Murakami<sup>1,2,7</sup>

**Running title:** Group III sPLA<sub>2</sub> and colorectal diseases

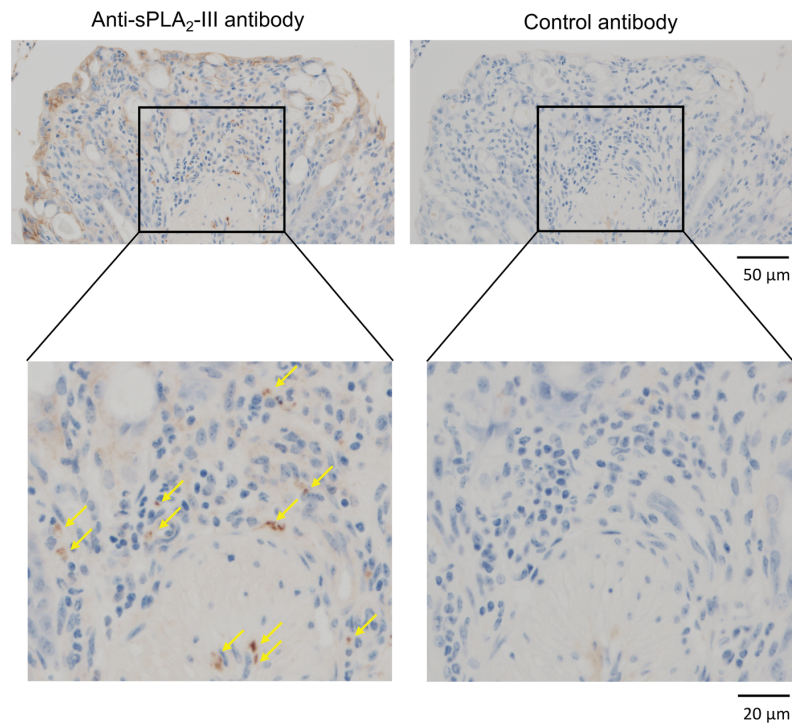

**Supplementary Figure 1.**

**Immunohistochemistry of sPLA<sub>2</sub>-III in the colon of DSS-treated mice, related to Fig. 3.**

The colon of WT mice treated for 6 days with DSS was subjected to immunohistochemistry using anti-sPLA<sub>2</sub>-III or control antibody. The anti-sPLA<sub>2</sub>-III antibody mainly stained collapsing epithelial cells. Although most inflammatory cells infiltrating beneath the damaged epithelium were sPLA<sub>2</sub>-III-negative, a minor population of immune cells was sporadically stained for sPLA<sub>2</sub>-III (*arrows*). Control antibody gave no staining.

### Supplementary Table 1.

#### Microarray gene profiling of lipid-metabolic genes in the colons of *Pla2g3*<sup>+/+</sup> and *Pla2g3*<sup>-/-</sup> mice, related to Fig. 2e.

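Supplementary Table 1 gives, for each gene, a RefSeq accession and a fold change for the vehicle and the AOM comparison. By its legend, each value is the signal of the *Pla2g3*-/- pool divided by that of the *Pla2g3*+/+ pool, so that 1 means equal signals. Because every pool was measured on 1 array, the table carries no error and no test. The spots of probes present more than once on an array differed by a median SD of between 0.057 and 0.064 log2 units, which covers the array and not the mice. In the AOM column, 100 of the 122 values lay within 5% of the ratio of the brightest probe with the same accession, 115 within 5% of some probe with it, or found by symbol where there was none, and 120 within 5% of some probe of the gene. In the vehicle column, these numbers were 20, 22 and 22, so that most of its values were not reproduced as ratios of the vehicle arrays.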

Expression profiles of genes associated with lipid biosynthesis, degradation, and consumption in *Pla2g3*<sup>-/-</sup> (KO) colon relative to littermate *Pla2g3*<sup>+/+</sup> (WT) colon with or without AOM treatment, as assessed by DNA microarray analysis. Fold changes (KO/WT) are indicated. Equal amounts of total RNA pooled from four mice for each genotype were used. Genes showing a >2-fold increase (red) or >50% reduction (blue) in expression are highlighted.

#### Lipogenesis and lipid mediator synthesis

| Gene Name      | Description                                               | Accession No. | Normal | AOM   |
|----------------|-----------------------------------------------------------|---------------|--------|-------|
|                |                                                           |               | KO/WT  | KO/WT |
| <i>Acss1</i>   | Acyl-CoA synthetase short-chain family member 1           | NM_080575     | 0.88   | 2.16  |
| <i>Acss2</i>   | Acyl-CoA synthetase short-chain family member 2           | NM_019811     | 0.87   | 5.61  |
| <i>Acsm3</i>   | Acyl-CoA synthetase medium-chain family member 3          | NM_212441     | 0.98   | 6.84  |
| <i>Acsl1</i>   | Acyl-CoA synthetase long-chain family member 1            | NM_007981     | 0.92   | 1.48  |
| <i>Acsl3</i>   | Acyl-CoA synthetase long-chain family member 3            | NM_028817     | 0.98   | 2.85  |
| <i>Acsl4</i>   | Acyl-CoA synthetase long-chain family member 4            | NM_207625     | 0.78   | 0.38  |
| <i>Acsl5</i>   | Acyl-CoA synthetase long-chain family member 5            | NM_027976     | 1.13   | 1.01  |
| <i>Acsf2</i>   | Acyl-CoA synthetase family member 2                       | NM_153807     | 0.99   | 1.22  |
| <i>Acsf3</i>   | Acyl-CoA synthetase family member 3                       | NM_144932     | 1.06   | 1.45  |
| <i>Elovl1</i>  | Elongation of very long chain fatty acids family member 1 | NM_001039176  | 1.04   | 1.03  |
| <i>Elovl5</i>  | Elongation of very long chain fatty acids family member 5 | NM_134255     | 0.82   | 0.75  |
| <i>Elovl6</i>  | Elongation of very long chain fatty acids family member 6 | NM_130450     | 1.15   | 0.54  |
| <i>Elovl7</i>  | Elongation of very long chain fatty acids family member 7 | NM_029001     | 1.00   | 1.65  |
| <i>Fads1</i>   | Fatty acid desaturase 1                                   | NM_146094     | 0.94   | 0.29  |
| <i>Fads2</i>   | Fatty acid desaturase 2                                   | NM_019699     | 0.86   | 1.03  |
| <i>Fads3</i>   | Fatty acid desaturase 3                                   | NM_021890     | 1.01   | 1.09  |
| <i>Fasn</i>    | Fatty acid synthase                                       | NM_007988     | 0.64   | 0.68  |
| <i>Ptgs1</i>   | Prostaglandin-endoperoxide synthase 1 (COX-1)             | NM_008969     | 0.89   | 0.95  |
| <i>Ptgs2</i>   | Prostaglandin-endoperoxide synthase 2 (COX-2)             | NM_011198     | 0.73   | 0.08  |
| <i>Ptges</i>   | Prostaglandin E synthase                                  | NM_022415     | 0.98   | 0.24  |
| <i>Ptges2</i>  | Prostaglandin E synthase 2                                | NM_133783     | 1.10   | 1.11  |
| <i>Ptges3</i>  | Prostaglandin E synthase 3 (cytosolic)                    | NM_019766     | 1.15   | 0.66  |
| <i>Ptgis</i>   | Prostaglandin I <sub>2</sub> (prostacyclin) synthase      | NM_008968     | 0.95   | 1.15  |
| <i>Tbxas1</i>  | Thromboxane A synthase 1, platelet                        | NM_011539     | 0.84   | 0.26  |
| <i>Aloxe3</i>  | Arachidonate lipoxygenase 3                               | NM_011786     | 0.23   | 1.00  |
| <i>Alox5</i>   | Arachidonate 5-lipoxygenase                               | NM_009662     | 1.03   | 0.76  |
| <i>Alox12</i>  | Arachidonate 12-lipoxygenase                              | NM_007440     | 1.08   | 0.02  |
| <i>Alox12b</i> | Arachidonate 12-lipoxygenase, 12R type                    | NM_009659     | 0.84   | 1.32  |
| <i>Alox12e</i> | Arachidonate lipoxygenase, epidermal                      | NM_145684     | 0.85   | 0.29  |

|               |                                                |              |      |      |
|---------------|------------------------------------------------|--------------|------|------|
| <i>Agpat1</i> | 1-acylglycerol-3-phosphate O-acyltransferase 1 | NM_001163379 | 1.00 | 2.28 |
| <i>Agpat2</i> | 1-acylglycerol-3-phosphate O-acyltransferase 2 | NM_026212    | 1.16 | 0.78 |
| <i>Agpat3</i> | 1-acylglycerol-3-phosphate O-acyltransferase 3 | NM_053014    | 0.94 | 0.67 |
| <i>Agpat4</i> | 1-acylglycerol-3-phosphate O-acyltransferase 4 | NM_026644    | 1.01 | 6.17 |
| <i>Agpat5</i> | 1-acylglycerol-3-phosphate O-acyltransferase 5 | NM_026792    | 0.95 | 1.01 |
| <i>Agpat6</i> | 1-acylglycerol-3-phosphate O-acyltransferase 6 | NM_018743    | 1.03 | 0.86 |
| <i>Agpat9</i> | 1-acylglycerol-3-phosphate O-acyltransferase 9 | NM_172715    | 1.11 | 1.06 |
| <i>Lpcat1</i> | Lysophosphatidylcholine acyltransferase 1      | NM_145376    | 0.93 | 1.65 |
| <i>Lpcat2</i> | Lysophosphatidylcholine acyltransferase 2      | NM_173014    | 5.19 | 2.74 |
| <i>Lpcat3</i> | Lysophosphatidylcholine acyltransferase 3      | NM_145130    | 1.05 | 0.76 |

### Phospholipase A<sub>2</sub>s and related enzymes

| Gene Name       |                                                                                               | Description | Accession No. | Normal<br>KO/WT | AOM<br>KO/WT |
|-----------------|-----------------------------------------------------------------------------------------------|-------------|---------------|-----------------|--------------|
| <i>Pla1a</i>    | Phospholipase A <sub>1</sub> member A                                                         |             | NM_134102     | 0.80            | 0.28         |
| <i>Pla2g2c</i>  | Phospholipase A <sub>2</sub> , group IIC (sPLA <sub>2</sub> -IIC)                             |             | NM_008868     | 1.23            | 3.49         |
| <i>Pla2g2d</i>  | Phospholipase A <sub>2</sub> , group IID (sPLA <sub>2</sub> -IID)                             |             | NM_011109     | 0.61            | 0.04         |
| <i>Pla2g2e</i>  | Phospholipase A <sub>2</sub> , group IIE (sPLA <sub>2</sub> -IIE)                             |             | NM_012044     | 0.77            | 0.21         |
| <i>Pla2g2f</i>  | Phospholipase A <sub>2</sub> , group IIF (sPLA <sub>2</sub> -IIF)                             |             | NM_012045     | 0.88            | 1.11         |
| <i>Pla2g5</i>   | Phospholipase A <sub>2</sub> , group V (sPLA <sub>2</sub> -V)                                 |             | NM_011110     | 0.85            | 2.92         |
| <i>Pla2g10</i>  | Phospholipase A <sub>2</sub> , group X (sPLA <sub>2</sub> -X)                                 |             | NM_001291009  | 0.90            | 3.09         |
| <i>Pla2g12a</i> | Phospholipase A <sub>2</sub> , group XIIA (sPLA <sub>2</sub> -XIIA)                           |             | NM_183423     | 0.97            | 0.19         |
| <i>Pla2g12b</i> | Phospholipase A <sub>2</sub> , group XIIB (sPLA <sub>2</sub> -XIIB)                           |             | NM_023530     | 1.04            | 3.80         |
| <i>Pla2g4a</i>  | Phospholipase A <sub>2</sub> , group IVA (cPLA <sub>2</sub> α)                                |             | NM_008869     | 0.99            | 1.53         |
| <i>Pla2g4b</i>  | Phospholipase A <sub>2</sub> , group IVB (cPLA <sub>2</sub> β)                                |             | NM_145378     | 1.01            | 1.18         |
| <i>Pla2g4f</i>  | Phospholipase A <sub>2</sub> , group IVF (cPLA <sub>2</sub> ζ)                                |             | NM_001024145  | 1.10            | 6.06         |
| <i>Pnpla2</i>   | Patatin-like phospholipase domain containing 2 (adipose triglyceride lipase)                  |             | NM_001163689  | 0.95            | 1.37         |
| <i>Pnpla6</i>   | Patatin-like phospholipase domain containing 6 (iPLA <sub>2</sub> δ)                          |             | NM_001122818  | 1.14            | 1.02         |
| <i>Pnpla7</i>   | Patatin-like phospholipase domain containing 7                                                |             | NM_146251     | 0.97            | 0.80         |
| <i>Pnpla8</i>   | Patatin-like phospholipase domain containing 8 (iPLA <sub>2</sub> γ)                          |             | NM_026164     | 1.15            | 1.44         |
| <i>Pla2g6</i>   | Phospholipase A <sub>2</sub> , group VI (iPLA <sub>2</sub> β)                                 |             | NM_001199023  | 1.13            | 0.42         |
| <i>Pla2g7</i>   | Phospholipase A <sub>2</sub> , group VII (platelet-activating factor acetylhydrolase, plasma) |             | NM_013737     | 0.62            | 0.26         |
| <i>Pafah2</i>   | Platelet-activating factor acetylhydrolase 2                                                  |             | NM_001285872  | 1.03            | 2.10         |
| <i>Prdx6</i>    | Peroxiredoxin 6                                                                               |             | NM_007453     | 1.19            | 4.41         |
| <i>Pla2g15</i>  | Phospholipase A <sub>2</sub> , group XV                                                       |             | NM_133792     | 0.90            | 0.41         |
| <i>Pla2g16</i>  | Phospholipase A <sub>2</sub> , group XVI                                                      |             | NM_139269     | 0.98            | 1.15         |
| <i>Lypla1</i>   | Lysophospholipase 1                                                                           |             | NM_008866     | 1.09            | 1.47         |
| <i>Lypla2</i>   | Lysophospholipase 2                                                                           |             | NM_011942     | 0.98            | 1.13         |
| <i>Abhd1</i>    | Abhydrolase domain containing 1                                                               |             | NM_021304     | 0.99            | 2.78         |
| <i>Abhd2</i>    | Abhydrolase domain containing 2                                                               |             | NM_018811     | 1.08            | 1.44         |
| <i>Abhd4</i>    | Abhydrolase domain containing 4                                                               |             | NM_134076     | 1.22            | 0.66         |
| <i>Abhd5</i>    | Abhydrolase domain containing 5                                                               |             | NM_026179     | 1.26            | 1.24         |

|                |                                   |              |      |      |
|----------------|-----------------------------------|--------------|------|------|
| <i>Abhd6</i>   | Abhydrolase domain containing 6   | NM_025341    | 1.49 | 1.51 |
| <i>Abhd8</i>   | Abhydrolase domain containing 8   | NM_022419    | 0.93 | 0.67 |
| <i>Abhd10</i>  | Abhydrolase domain containing 10  | NM_172511    | 1.05 | 0.89 |
| <i>Abhd11</i>  | Abhydrolase domain containing 11  | NM_145215    | 0.93 | 1.19 |
| <i>Abhd12</i>  | Abhydrolase domain containing 12  | NM_024465    | 0.93 | 0.29 |
| <i>Abhd13</i>  | Abhydrolase domain containing 13  | NM_026868    | 2.45 | 1.19 |
| <i>Abhd14a</i> | Abhydrolase domain containing 14A | NM_001110271 | 1.07 | 0.68 |
| <i>Abhd14b</i> | Abhydrolase domain containing 14B | NM_029631    | 1.00 | 2.66 |
| <i>Abhd15</i>  | Abhydrolase domain containing 15  | NM_026185    | 1.19 | 0.28 |
| <i>Abhd16a</i> | Abhydrolase domain containing 16A | NM_178592    | 1.00 | 1.39 |
| <i>Abhd17a</i> | Abhydrolase domain containing 17A | NM_145421    | 1.01 | 1.09 |
| <i>Abhd17b</i> | Abhydrolase domain containing 17B | NM_146096    | 0.91 | 1.48 |

#### Other lipases

| Gene Name    | Description                                        | Accession No. | Normal | AOM   |
|--------------|----------------------------------------------------|---------------|--------|-------|
|              |                                                    |               | KO/WT  | KO/WT |
| <i>Plbd1</i> | Phospholipase B domain containing 1                | NM_025806     | 1.05   | 3.07  |
| <i>Plbd2</i> | Phospholipase B domain containing 2                | NM_023625     | 1.02   | 1.04  |
| <i>Plcb1</i> | Phospholipase C, beta 1                            | NM_001145830  | 0.52   | 1.73  |
| <i>Plcb3</i> | Phospholipase C, beta 3                            | NM_001290349  | 0.99   | 2.97  |
| <i>Plcb4</i> | Phospholipase C, beta 4                            | NM_013829     | 1.06   | 3.12  |
| <i>Plcg1</i> | Phospholipase C, gamma 1                           | NM_021280     | 1.23   | 0.28  |
| <i>Plcg2</i> | Phospholipase C, gamma 2                           | NM_172285     | 0.84   | 0.29  |
| <i>Plcd1</i> | Phospholipase C, delta 1                           | NM_019676     | 1.08   | 4.25  |
| <i>Plcd3</i> | Phospholipase C, delta 3                           | NM_152813     | 1.35   | 0.57  |
| <i>Plce1</i> | Phospholipase C, epsilon 1                         | NM_019588     | 1.03   | 4.16  |
| <i>Plch1</i> | Phospholipase C, eta 1                             | NM_001177732  | 0.86   | 1.28  |
| <i>Plch2</i> | Phospholipase C, eta 2                             | NM_175556     | 1.06   | 4.22  |
| <i>Pld1</i>  | Phospholipase D1                                   | NM_001164056  | 1.10   | 2.18  |
| <i>Pld2</i>  | Phospholipase D2                                   | NM_008876     | 0.95   | 0.46  |
| <i>Pld3</i>  | Phospholipase D family, member 3                   | NM_011116     | 0.97   | 0.47  |
| <i>Pld4</i>  | Phospholipase D family, member 4                   | NM_178911     | 0.95   | 0.41  |
| <i>Pld6</i>  | Phospholipase D family, member 6                   | NM_001290283  | 1.10   | 1.04  |
| <i>Lpl</i>   | Lipoprotein lipase                                 | NM_008509     | 1.41   | 0.51  |
| <i>Lipg</i>  | Lipase, endothelial                                | NM_010720     | 1.24   | 10.19 |
| <i>Liph</i>  | Lipase, member H                                   | NM_153404     | 1.04   | 2.22  |
| <i>Lipo1</i> | Lipase, member O1                                  | NM_001013770  | 1.01   | 1.16  |
| <i>Mgll</i>  | Monoglyceride lipase                               | NM_001166251  | 1.14   | 3.27  |
| <i>Dagla</i> | Diacylglycerol lipase, alpha                       | NM_198114     | 0.96   | 2.35  |
| <i>Daglb</i> | Diacylglycerol lipase, beta                        | NM_144915     | 0.95   | 1.89  |
| <i>Enpp1</i> | Ectonucleotide pyrophosphatase/phosphodiesterase 1 | NM_008813     | 0.88   | 1.17  |

## Fatty acid $\beta$ -oxidation

| Gene Name     | Description                                                                                                      | Accession No. | Normal | AOM   |
|---------------|------------------------------------------------------------------------------------------------------------------|---------------|--------|-------|
|               |                                                                                                                  |               | KO/WT  | KO/WT |
| <i>Acad8</i>  | Acyl-CoA dehydrogenase family, member 8                                                                          | NM_025862     | 0.97   | 2.19  |
| <i>Acad9</i>  | Acyl-CoA dehydrogenase family, member 9                                                                          | NM_172678     | 0.96   | 1.11  |
| <i>Acad10</i> | Acyl-CoA dehydrogenase family, member 10                                                                         | NM_028037     | 1.03   | 1.10  |
| <i>Acad11</i> | Acyl-CoA dehydrogenase family, member 11                                                                         | NM_175324     | 1.21   | 3.07  |
| <i>Acad12</i> | Acyl-CoA dehydrogenase family, member 12                                                                         | NM_178799     | 1.32   | 1.57  |
| <i>Acads</i>  | Acyl-CoA dehydrogenase, short chain                                                                              | NM_007383     | 0.97   | 2.13  |
| <i>Acadm</i>  | Acyl-CoA dehydrogenase, medium chain                                                                             | NM_007382     | 1.00   | 3.48  |
| <i>Acadl</i>  | Acyl-CoA dehydrogenase, long chain                                                                               | NM_007381     | 1.00   | 1.32  |
| <i>Ech1</i>   | Enoyl CoA hydratase 1, peroxisomal                                                                               | NM_016772     | 1.00   | 1.86  |
| <i>Echs1</i>  | Enoyl CoA hydratase, short chain, 1, mitochondrial                                                               | NM_053119     | 0.99   | 1.96  |
| <i>Echdc1</i> | Enoyl CoA hydratase domain containing 1                                                                          | NM_025855     | 0.98   | 1.02  |
| <i>Echdc2</i> | Enoyl CoA hydratase domain containing 2                                                                          | NM_026728     | 1.11   | 0.15  |
| <i>Echdc3</i> | Enoyl CoA hydratase domain containing 3                                                                          | NM_024208     | 1.02   | 1.96  |
| <i>Ehhadh</i> | Enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase                                                             | NM_023737     | 1.10   | 4.53  |
| <i>Hadha</i>  | Hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), alpha subunit | NM_178878     | 1.07   | 1.32  |
| <i>Acat1</i>  | Acetyl-CoA acetyltransferase 1                                                                                   | NM_144784     | 1.09   | 2.51  |
| <i>Acat2</i>  | Acetyl-CoA acetyltransferase 2                                                                                   | NM_009338     | 0.79   | 1.11  |
| <i>Acat3</i>  | Acetyl-CoA acetyltransferase 3                                                                                   | NM_153151     | 0.79   | 0.80  |

**Supplementary Table 2.**  
**Primers and probes for quantitative RT-PCR.**

| Name               | Assay No.<br>(Applied Biosystems) |
|--------------------|-----------------------------------|
| <i>Pla2g3</i>      | Mm01191142_m1                     |
| <i>Il1b</i>        | Mm00434228_m1                     |
| <i>Il6</i>         | Mm00446190_m1                     |
| <i>Il17a</i>       | Mm00439618_m1                     |
| <i>Il22</i>        | Mm00444241_m1                     |
| <i>Il23</i>        | Mm01160011_g1                     |
| <i>Tnf</i>         | Mm00443258_m1                     |
| <i>Ptgs2</i>       | Mm00478374_m1                     |
| <i>Ptges</i>       | Mm00452105_m1                     |
| <i>Mcpt1</i>       | Mm00656886_g1                     |
| <i>Mcpt2</i>       | Mm00484932_m1                     |
| <i>Arg1</i>        | Mm00475988_m1                     |
| <i>Chil3 (Ym1)</i> | Mm00657889_mH                     |
| <i>Foxp3</i>       | Mm00475162_m1                     |
| <i>Vegfa</i>       | Mm01281449_m1                     |
| <i>Mmp9</i>        | Mm00442991_m1                     |
| <i>Cldn1</i>       | Mm00516701_m1                     |
| <i>Muc2</i>        | Mm01276696_m1                     |

How the deposited data were processed for this re-analysis (not part of the article)

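The data were 4 one-color (Cy3) Whole Mouse Genome arrays on 1 slide, each hybridized with pooled colon RNA from *Pla2g3*+/+ or *Pla2g3*-/- mice given vehicle or AOM. The paper gives 4 mice per pool. The deposited description gives 3 to 5, all male and from backcross generation 3. Groups were taken from the deposited sample labels, and 27.7 ng of RNA per pool were labeled.

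The authors deposited the spot intensity from Feature Extraction 11.5.1.1, per the file headers subtracted for background, detrended within the array and replaced by a surrogate where low, without scaling between arrays. The deposited p-value of each spot is the test of Feature Extraction for equality with background, and its call of a signal well above background was used as it stands. The deposited table of processed values is a ratio, the authors' intensity divided by the 75th percentile of its array on the linear scale. This was checked against each array and the values were equal to it after rounding.

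Of 43020 spots other than controls on each array, 29501 were well above background for *Pla2g3*+/+ and 27867 for *Pla2g3*-/- with vehicle, and 29857 and 29412 after AOM. No spot was saturated. Control spots and spots marked as outliers were left out, and log2 intensities of replicate spots were averaged, which gave 39429 probes. The 75th percentile of the array was then subtracted. Probes were named by accession or symbol through a RefSeq gene table of assembly GRCm38.p6, used for names only, and 31372 probes matched 22362 genes. Coordinates are those of the array files, on mm9. A gene was represented by its brightest probe over the 4 arrays, and a gene of Supplementary Table 1 by the brightest probe with the accession in the table.

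Fold changes were differences of log2 values between 2 arrays, KO/WT with vehicle and after AOM and AOM/vehicle in each genotype, with 2-fold as the threshold, as in Fig. 2e. Signals below background were treated as bounds. With 1 array per group, the number of arrays limits the precision and no test of a single comparison was possible. The one test, limma 3.58.1 in R 4.3.3, fitted treatment and genotype to the 4 arrays with 1 residual degree of freedom and Benjamini-Hochberg adjustment at 0.05. On simulated data with 200 changed genes among 17872 and an assumed noise, it recovered 100% of them and called 10 unchanged genes. The simulated genotype change was the same under both treatments, and no AOM effect was simulated. On the real arrays the KO/WT ratios differed between the treatments. The simulated recovery therefore does not show how many real changes the fit could find, and a lack of calls is not evidence of no change. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

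The alternatives were quantile normalization, no scaling, scaling by the median, normexp background correction with an offset of 50 followed by quantile normalization, a floor after scaling, only genes detected on both arrays, no filter on dim probes, the mean over probes and the deposited table. Thresholds of 1.5-fold and 4-fold, the brightest probe by symbol for Supplementary Table 1 and an intensity trend in limma were tried where they apply. The dimmest probe of a gene was added after the values of the paper had been set beside those of the arrays.

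Named genes were those of Fig. 2e to 2g, the genes of Supplementary Table 1 that the Results name or for which the table gives over 2-fold with vehicle or over 5-fold after AOM, and the 5 genes with the largest rise and the 5 with the largest fall in each comparison. To these were added the 5 genes with the largest change the same way under both treatments in each direction, and the most abundant genes of a marker list that is discussed.

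Of 26 marker lists, 23 covered squamous epithelium, hair follicle, Paneth cells, enterocytes, pancreatic acinar cells, neutrophils, macrophages, mast cells, B cells, plasma cells, T cells, smooth muscle, colonocytes, goblet cells, Wnt targets in colon tumors, proliferation, the Y chromosome, X inactivation, posterior Hox genes, erythroid cells, adipocytes, immediate early and heat shock genes and the interferon response. The other 3, a second acinar list, a hepatocyte list and a second squamous list, were added later.

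Experiments of the paper other than these arrays were not analysed here, and the RT-PCR of Fig. 2f and 2g is mentioned only as the paper reports it.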

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

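The tests with the second acinar list, the hepatocyte list, the second squamous list and the tests of *Reg3g* and *Xist* were chosen after the results were seen, whereas the 23 other marker lists, their tests and the processing alternatives were fixed before the data were examined. Every direction follows the genotype labels, against which the *Pla2g3* signal goes.

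The KO/WT ratio went past 2-fold in opposite directions with vehicle and after AOM for 93 genes, 59 of them higher with vehicle and lower after AOM. Among the genes the paper names in Fig. 2, this held for *Il17a* (log2 ratio of at least 1.23 with vehicle and −1.82 or lower after AOM), *Reg3g* (3.79 and −4.88), *Defa3* (at least 2.99 and −9.15) and *Chil3* (1.31 and −3.93), the gene called *Ym1* in Fig. 2g. The difference between the treatments was not tested, since there was 1 array per group. The vehicle rise of *Il17a* (0.41) and *Chil3* (0.51) no longer passed 2-fold with normexp and quantile normalization, whose offset shrinks the ratios of dim signals by construction. For *Defa3*, small intestinal tissue in the pool labeled *Pla2g3*-/- would bring enterocyte genes and other α-defensins. The enterocyte list had a median of 0.096 with vehicle over 7 genes, 4 higher and 3 lower, with *Apoa1* rising by at least 1.38 from below background and *Sis* falling by 2.31, while *Apoa4* stayed below background. The Paneth cell list had a median of 0.44, with 3 of 3 genes higher, among them *Lyz1* (5675 and 8008) and *Defa23* (20.2 and 27.2). Against such tissue, *Defa40* had a ratio of 1.02, with signals of 20.0 and 20.3, and *Defa21*, *Defa25*, *Defa26* and *Defa29* were below background in both vehicle pools. Such tissue and a rise of *Defa3* itself cannot be told apart, because the enterocyte genes go both ways, and the level that each α-defensin has in small intestine, and so the level a small share would bring, was not measured here. A probe shared by paralogs was not tested. For *Reg3g*, a rise of its own and pancreatic tissue in the pool cannot be told apart, because the acinar list rose on the same array (median 4.27) and a single array holds both. Neutrophils in the *Pla2g3*+/+ pool after AOM may add to the AOM differences. The neutrophil list fell with a median of −2.87, but 4 of its 10 genes rose, among them the abundant *Csf3r* (1.22-fold) and *Ly6g* (2.88-fold). A change of the immune response with the genotype remains open and was not tested.

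With vehicle, genes of the exocrine pancreas, which the paper does not discuss, were far higher on the array labeled *Pla2g3*-/-. The acinar list had a median log2 ratio of 4.27, with 10 of 12 genes higher, and between 2.83 and 4.29 over the alternatives. *Amy1*, outside the list, went from a signal of 62.2 to 7601 and *Ctrb1* rose 25.7-fold. The abundant *Cela1* (10677 and 8550) and *Clps* (9901 and 6619) did not rise, and the colon pool of *Pla2g3*+/+ already had 9 of the 12 genes above background. A second acinar list of 9 genes, chosen once the values of the first list and the most changed genes were known, had a median of 1.47 with 6 of 8 genes higher, and 0.70 at the lowest, with normexp and quantile normalization. Its abundant *Sycn* and *Klk1* had ratios of 0.594 and 0.879. A list of 12 hepatocyte genes had a median of 1.65, with 10 of 12 higher, and between 0.996 and 1.70 over the alternatives, and *Mup1*, outside the list, rose 58.2-fold. Its more abundant genes *Ttr* and *Apoa2* had ratios of 0.934 and 1.36. Traces of pancreatic and hepatic tissue in the vehicle pool labeled *Pla2g3*-/- are a candidate explanation. The bright genes that did not rise neither exclude it nor add to it, since a small share of such tissue would be hidden by their level in the colon. A change of these genes in the colon with the genotype remains open and was not tested. None of the genes of these lists is in another list or among the genes the study picked.

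After AOM, the *Pla2g3*+/+ pool differed from vehicle in genes of tumor and muscle. The list of Wnt targets in colon tumors had a median AOM/vehicle log2 ratio of 3.59 in *Pla2g3*+/+ and −0.19 in the pool labeled *Pla2g3*-/-, where it was 0.69 without scaling. *Nkd1* rose 15.3-fold and *Wif1* 77.9-fold in *Pla2g3*+/+. Smooth muscle genes had a median of −4.34 in *Pla2g3*+/+, and *Tagln* fell from a signal of 125378 to 15155, against 131000 and 184189 in the pools labeled *Pla2g3*-/-. The *Pla2g3*+/+ vehicle pool had 11 of the 13 Wnt targets and 12 of the 12 smooth muscle genes above background. These shifts bear on the KO/WT comparison after AOM, in which 4816 genes passed 2-fold against 532 with vehicle. A difference between the AOM arrays in labeling or hybridization is argued against by the 10 spike-in transcripts, whose log2 ratios had an SD of 0.14 against 1.2 for the genes. GC content of the probes is argued against by a Spearman rho of −0.019 across genes, and female mice in a pool as the cause of the larger number by the share of these genes on X or Y, 3.61% against 3.45% of all genes. Different amounts of muscle (KO/WT median 4.12) and tumor tissue in the *Pla2g3*+/+ pool (−4.18) are both consistent with the values. After AOM, 12 of 12 smooth muscle genes were lower than with vehicle in *Pla2g3*+/+, against 8 lower and 4 higher in the pool labeled *Pla2g3*-/-. Muscle RNA was thus a smaller share of the *Pla2g3*+/+ AOM pool. The labels do not settle why, since the deposited description calls the tissue of both AOM groups colorectal cancer. Tumor tissue in *Pla2g3*+/+ and less of it in *Pla2g3*-/- mice is also what the tumor counts of the paper would give. The biological and the sampling explanation therefore remain open, and how much tumor each pool held was not measured here.

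Genes of squamous epithelium differed between AOM and vehicle in both genotypes. The squamous list had a median AOM/vehicle log2 ratio of 1.59 in the pool labeled *Pla2g3*-/- over 12 genes, 10 of them higher, and of −0.12 in *Pla2g3*+/+, where it was 1.09 as the mean over probes, and 8 of its 14 genes were above background in *Pla2g3*+/+ with vehicle. The second squamous list had the larger median in *Pla2g3*+/+, 1.93 against 1.03 in the pool labeled *Pla2g3*-/-, and *Krt14* and *Krt15* rose in *Pla2g3*+/+ as well (13.9-fold and 113-fold, against 36.5-fold and 80.2-fold). The difference between the genotypes was not tested. *Krt5* had a KO/WT log2 ratio of 9.18 after AOM, with signals of 34.8 and 17850. Squamous epithelium in the AOM pool labeled *Pla2g3*-/-, such as anal or skin tissue taken with the colon, and a change in *Krt5* itself cannot be told apart. After AOM, the squamous list had a KO/WT median of 0.88 with 10 of 11 genes higher, among them *Krt5* and *Calml3* (6.37). The second squamous list had a KO/WT median of −0.075 with 3 genes higher and 5 lower, of 10 genes with 5 above background in *Pla2g3*+/+ with vehicle, and a median over genes that go both ways leaves this open, since the first list goes with squamous tissue and the second does not decide.

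*Xist*, the RNA of the inactive X chromosome, was below background in both vehicle pools (signals of 2.71 and 3.66) and reached 1498 in *Pla2g3*+/+ and 1014 in the pool labeled *Pla2g3*-/- after AOM, a log2 ratio to vehicle of at least 6.11 and 5.26. A second probe gave 706 and 626. The deposited labels give male mice. Y chromosome genes were present in every pool, with *Eif2s3y* between 1143 and 3120. Their AOM/vehicle median was −0.94 in *Pla2g3*+/+, with 4 of 4 genes lower, and −0.16 in the pool labeled *Pla2g3*-/-, and without scaling these were 0.076 and 0.69. Some female mice in both AOM pools cannot be told apart from *Xist* in male tissue, since a pool of both sexes keeps its Y signal and 4 genes move with the scaling. Tumor tissue as the source in both pools is argued against by the Wnt list, all 13 genes of which were lower in the AOM pool labeled *Pla2g3*-/- than in *Pla2g3*+/+ (median −4.18), while *Xist* differed by −0.39, and whose AOM/vehicle median in the pool labeled *Pla2g3*-/- was −0.19.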

How the results depend on the processing

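The dimmest-probe setting was the only alternative chosen after the values were seen, and it was run for genes with several probes in Supplementary Table 1 or Fig. 2e. Of 346 log2 ratios of named genes past 2-fold, 3056 values were recomputed under the other alternatives, 3055 kept their direction and 2916 also stayed past 2-fold. Scaling by the median, a floor after scaling, the deposited table and only genes detected on both arrays kept every named-gene ratio within the spread of replicate spots. Agreement under these settings was largely built in, and many named genes were chosen for their large changes on these arrays. Of 48 marker list medians past 2-fold, 430 values were recomputed, 428 kept their direction and 401 stayed past 2-fold. Scaling by the median, the deposited table and a floor after scaling left each count of genes within 1.5 times of the main count. For KO/WT with vehicle these were 327 higher and 207 lower, 316 and 216, and 319 and 213, and the correlation of the AOM effects was 0.408, 0.408 and 0.405.

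Under normexp and quantile normalization, KO/WT counts became 111 higher and 84 lower with vehicle and 1515 and 1298 after AOM, AOM/vehicle counts became 1683 lower in *Pla2g3*+/+ and 901 higher and 859 lower in the pools labeled *Pla2g3*-/-, Supplementary Table 1 had 0 higher and 0 lower with vehicle, and the correlation of the AOM effects was 0.380. The offset raises dim signals by construction, which shrinks their ratios. Quantile normalization alone gave a correlation of 0.378. Only genes detected on both arrays gave 162 higher and 103 lower for KO/WT with vehicle and 0 genes lower in Supplementary Table 1, which follows from leaving out the genes with a bound. No filter on dim probes gave 682 higher and 698 lower with vehicle and a correlation of 0.323, where ratios between 2 dim signals count by construction. The mean over probes gave 2 genes of Supplementary Table 1 higher with vehicle, and the cause was not tested. Without scaling, AOM/vehicle counts were 7748 higher and 1230 lower in *Pla2g3*+/+ and 6395 and 625 in the pools labeled *Pla2g3*-/-, because the AOM arrays were brighter, with 75th percentiles of 1309 and 1169 against 646 and 650 with vehicle.

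The fold threshold changes the counts by construction. At 1.5-fold, KO/WT counts were 686 higher and 552 lower with vehicle and 4285 and 3649 after AOM, AOM/vehicle counts were 4252 and 6071 in *Pla2g3*+/+ and 3432 and 4670 in the pools labeled *Pla2g3*-/-, and 3 genes of Supplementary Table 1 were higher with vehicle. At 4-fold, the numbers were 121 and 59, 979 and 848, 869 and 1244, and 235 and 506, in the same order. Supplementary Table 1 then had 0 genes higher and 0 lower with vehicle and 11 higher and 5 lower after AOM.

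Among genes detected on both arrays, the median AOM/vehicle log2 ratio of all genes was −0.16 in *Pla2g3*+/+ and −0.095 in the pools labeled *Pla2g3*-/-, and without scaling 0.86 and 0.75, so that directions of AOM effects are relative to these. The median KO/WT ratio after AOM was −0.13 without scaling. Of the genes past 2-fold in AOM/vehicle, 40.7% were higher in *Pla2g3*+/+, 86.3% without scaling and 51.4% with normexp and quantile normalization, and for the pools labeled *Pla2g3*-/- these shares were 39.5%, 91.1% and 51.2%. For KO/WT the share was 60.0% with vehicle, 49.4% with no filter on dim probes, and 54.5% after AOM, 45.2% without scaling.

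Of the log2 ratios of named genes and marker list medians past 2-fold, the following changed sign. The AOM/vehicle log2 ratio of *Mid1* in *Pla2g3*+/+ was −1.03 by its brightest probe and 0.49 as the mean over its 3 probes, and the cause was not tested. Over genes detected on both arrays, the KO/WT median of the neutrophil list after AOM was 0.27 and the AOM/vehicle median of the second squamous list in *Pla2g3*+/+ −0.15. This setting leaves out genes for being below background on 1 side, and so for their change, and these medians do not bear on the lists. Of values within 2-fold, 121 of 2413 for named genes and 37 of 495 for marker lists changed sign, 71 and 19 of them without scaling. Past 2-fold the other way were then *Krt13* (AOM/vehicle in *Pla2g3*+/+, from −0.15 to 2.30) and the squamous list (from −0.12 to 1.09), both as the mean over probes, and the cause was not tested.

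limma called 0 genes for either effect under every alternative run. Genes at an unadjusted p under 0.05 numbered between 56 and 349 for genotype and between 2092 and 5095 for AOM. The alternative with the slide as a block was not run, since all 4 arrays are on 1 slide. No paired analysis was possible because each group has 1 array of pooled RNA. Signal over background limits the genes near the detection limit, and between 27867 and 29857 spots per array were above it.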

Differences from the paper's values

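The dimmest-probe setting was chosen after the values had been seen, as was the comparison of Supplementary Table 1 with every pairing of the arrays, whereas all other settings named here were set before the data were examined. Of 288 values of the paper for KO/WT ratios, 281 could be set beside a value of these arrays, and 23 differed by more than 1.5 times. In the vehicle column of Supplementary Table 1 this held for 17 of 121 values, in its AOM column for 4 of 122, and in Fig. 2e for 2 of 20 values after AOM and 0 of 18 with vehicle.

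Under none of the alternatives set before the data were examined did the vehicle ratio come within 1.5 times of the paper's for *Fasn* (the paper's 0.64, here 0.994), *Lpcat2* (the paper's 5.19, here 0.909), *Pla2g12b* (the paper's 1.04, here 2.02), *Pla2g7* (the paper's 0.62, here 1.15), *Abhd13* (the paper's 2.45, here 0.894) and *Abhd6* (the paper's 1.49, here 0.942). For *Abhd6* the dimmest probe, a setting chosen after seeing the values, gave 1.02, within 1.5 times of the paper's.

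The vehicle ratio of 6 genes came within 1.5 times of the paper's under normexp and quantile normalization, and under no other alternative set before the data were examined. These were *Tbxas1* (the paper's 0.84, here 1.31, under that setting 1.21), *Pla2g2e* (the paper's 0.77, here 1.27, then 1.08) and *Pla2g4f* (the paper's 1.10, here 0.711, then 0.817). The others were *Abhd2* (the paper's 1.08, here 0.673, then 0.768), *Lipg* (the paper's 1.24, here 0.783, then 0.942) and *Acat2* (the paper's 0.79, here 1.23, then 1.17). For *Alox12e* (the paper's 0.85, here at most 0.423), that setting alone gave a bound, at most 0.714, that is not 1.5 times beyond the paper's ratio, and a bound does not show whether the ratio comes that near.

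For *Fads3*, the paper's vehicle ratio is 1.01 and the ratio here 1.58. It came within 1.5 times with quantile normalization (1.51), normexp and quantile normalization (1.48) and the mean over probes (1.36), and with the dimmest probe (1.17), chosen after seeing the values, but under no other alternative. For *Plcd3*, with the paper's 1.35 and 0.887 here, scaling by the median (0.901), normexp and quantile normalization (0.909) and the mean over probes (0.908) came within 1.5 times, as did the dimmest probe (0.929), chosen after seeing the values, and no other alternative did. For *Enpp1*, with the paper's 0.88 and 1.41 here, normexp and quantile normalization (1.17), the mean over probes (1.22) and the brightest probe by symbol (1.06) did, and no other alternative. For *Acad11*, with the paper's 1.21 and 0.798 here, scaling by the median (0.811) and normexp and quantile normalization (0.810) did, and no other alternative.

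After AOM, none of the alternatives set before the data were examined reached the paper's value for 4 genes of Supplementary Table 1, and the dimmest probe, chosen after seeing the values, did for each. These were *Ptges* (the paper's 0.24, here 1.12, dimmest probe 0.241), *Ptgis* (the paper's 1.15, here 6.30, dimmest probe 1.15), *Pla2g2d* (the paper's 0.04, here 0.0867, dimmest probe 0.0416) and *Echdc3* (the paper's 1.96, here 5.97, dimmest probe 1.96). The paper's ratio for *Tnfa* after AOM is about 0.1 in Fig. 2e, read by eye, and here it was 0.0584, with no alternative closer than 1.5 times. The paper's ratio for *Cdh13* is about 0.2 in Fig. 2e, read by eye, and here it was 0.353. It came within 1.5 times as the mean over probes (0.262), and the dimmest probe, chosen after seeing the values, gave at most 0.493, a bound that leaves room for the paper's value, while no other alternative did.

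The vehicle column of Supplementary Table 1 as a whole did not follow the vehicle arrays. Across the genes, which are not independent replicates, Pearson's r of its log2 values with those of the arrays was 0.012 and Spearman's rho −0.12, against 0.969 and 0.973 for the AOM column. Over all 12 ordered pairings of the 4 arrays, r for the vehicle column lay between −0.20 and 0.20, and at most 31 of 122 values were within 5%.

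The paper states that *Lpcat2* and *Aloxe3* were elevated with vehicle, where *Lpcat2* was 1.10-fold lower here and *Aloxe3* had no fold change, with a ratio of 1.04 without regard to background. The paper's own value for *Aloxe3* in Supplementary Table 1 is 0.23. The paper lists *Il6* among the genes increased with vehicle, and here it was below background in both pools, while no filter on dim probes gives 4.08. *Ptges* is named as reduced after AOM, where the brighter of its 2 probes, both with the accession of the table, was not and the dimmer was 4.14-fold lower, a choice made after seeing the values. With AOM, the signal of the dimmer probe went from 59.2 to 451 in *Pla2g3*+/+ and from 62.6 to 96.6 in the pools labeled *Pla2g3*-/-. By RT-PCR, the paper also reports a strong rise of *Ptges* with AOM in *Pla2g3*+/+ and hardly any in *Pla2g3*-/- mice, the direction of the dimmer probe. *Cldn4* is named as reduced, and here it was 1.84-fold lower in the main setting, less than 2-fold. For *Cldn4*, which Fig. 2e marks as past 2-fold, no scaling (log2 ratio −1.06), the mean over probes (−1.01) and the dimmest probe (−1.13), the last chosen after seeing the values, were past 2-fold. Fig. 2e marks *Emr1* as past 2-fold with vehicle, where *Adgre1* was 1.73-fold higher here and 2.21-fold by the dimmest probe, chosen after seeing the values. It also marks *Ifng* as past 2-fold lower with vehicle, although the ratio it gives (about 0.6 in Fig. 2e, read by eye) is under 2-fold, as is the 1.74-fold decrease here, which lies within 1.5 times of it.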

Other observations

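In this part, the tests of swapped labels were chosen after the result was seen.

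The *Pla2g3* signal was higher, not lower, on the arrays labeled *Pla2g3*-/-. Swapped genotype labels of the AOM arrays would leave *Pla2g3* lower on the vehicle array labeled *Pla2g3*-/-, and its log2 ratio there was 0.31, with the other 2 probes not lower either (1.06-fold and at least 2.33-fold higher). By the brightest probe the signal was between 304 and 1632 on the 4 arrays, above background on each. A swap of the AOM arrays alone therefore leaves the vehicle values unexplained, but these are part of the pattern itself and no separate test of it. On the AOM arrays alone, *Pla2g3* had a log2 ratio of 2.60. This signal cannot tell a swap from a change in a transcript that the targeted allele still makes. *Pla2g3* is the gene that raised the question, and the paper's text does not name the exons removed. Outside *Pla2g3*, all 13 Wnt targets in colon tumors were lower on the AOM array labeled *Pla2g3*-/- (median −4.18). The paper counted fewer tumors in *Pla2g3*-/- mice, so these genes argue against a swap of the AOM arrays. The tumor content of each pool was not measured, which limits this argument. By its brightest probe, AOM lowered *Pla2g3* 2.28-fold in *Pla2g3*+/+ and raised it 2.14-fold in the pool labeled *Pla2g3*-/-. Another probe fell 2.74-fold in *Pla2g3*+/+, but the dimmest rose there from 8.97, below background, to 40.9, at least 1.89-fold, so that the direction in *Pla2g3*+/+ depends on the probe, while both rose in the pool labeled *Pla2g3*-/- (2.30-fold and 2.25-fold). The brightest-probe value in *Pla2g3*+/+ was within 2-fold without scaling (log2 ratio −0.17) and with normexp and quantile normalization (−0.87), as was the mean over probes (−0.49), and in the pool labeled *Pla2g3*-/- the value was within 2-fold with normexp and quantile normalization (0.95).

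Genes changed the same way in KO/WT under both treatments numbered 63, with 30 higher and 33 lower. A segment of the 129 genome linked to the targeted gene would place such genes near *Pla2g3*. Of 116 genes within 20 Mb of it, 0 changed so, against 0.401% of 15692 elsewhere, a share at which fewer than 1 gene would be counted near it, so that a linked segment and its absence cannot be told apart. By the smaller of the 2 changes, the largest were rises of *Fam81a*, *Dcx*, *Kcng1*, *Psca* and *Cpb1* and falls of *Sgcz*, *Defb36*, *Lgals2*, *Chac1* and *D730005E14Rik*. For *Psca* the log2 ratios were 3.09 and 2.05, and for *Lgals2* −1.73 and −3.34. With normexp and quantile normalization, *Fam81a* (0.80), *Psca* (0.74) and *Cpb1* (0.41) no longer passed 2-fold after AOM, nor did *Defb36* with vehicle (−0.72). Under that setting, *Kcng1* (0.94 and 0.68) and *D730005E14Rik* (−0.79 and −0.98) fell short under both treatments. As the mean over probes, *Sgcz* (−0.66) and *Defb36* (−0.49) fell short with vehicle and *Kcng1* (0.25) after AOM. Each of these values kept its direction.

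The vehicle rise of *Dsg1a* was set against squamous epithelium in the pool labeled *Pla2g3*-/-. The squamous list had a median of −0.32 with 7 of 8 genes lower, and *Krt5* (36.2 and 33.4) and *Krt14* (72.5 and 44.6) did not rise, which argues against it. A change of *Dsg1a* with the genotype was not tested further.

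AOM changed 2630 genes over 2-fold upward and 3839 downward in *Pla2g3*+/+, of 17276 with a value (37.4%), and 1607 and 2462 in the pools labeled *Pla2g3*-/-, of 16515 (24.6%). Across 16109 genes, which are not independent replicates, Pearson's r between the AOM effects in the genotypes was 0.408 and Spearman's rho 0.454. Of 2276 genes past 2-fold in both, 1908 changed the same way, 627 of them higher and 1281 lower. In the limma fit for AOM, 2401 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.369.

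Among genes well above background on both arrays, the largest rises with vehicle on the array labeled *Pla2g3*-/- were *Amy1*, *Mup1* (log2 ratio 5.86), *Pnlip* (5.79), *Cpb1* (5.44) and *Prss2* (4.87), and the largest falls *Dnase1l2* (−3.02) and the secretoglobin genes *Scgb2b2* (−2.84), *Scgb2b7* (−2.81), *Scgb1b7* (−2.81) and *Scgb2b15* (−2.77). Among such genes after AOM, the largest rises were *Krt5*, *Cyp2f2* (8.03), *Slc26a3* (7.60), *Cyp2c55* (7.34) and *Aqp8* (7.25), and the largest falls *Defa2* (−9.85), *Defa28* (−9.57), *Mmp10* (−9.54), *Defa3* and *Defa40* (−9.03). Bounds of genes below background on 1 array went further, with at least 7.64 for *Try4* with vehicle and −10.20 or lower for *Mmp7* after AOM, both named after their values were seen.

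Genes that the paper measured by RT-PCR after AOM had the following array values. *Mcpt1* was 295-fold lower and *Mcpt2* 332-fold lower in the pool labeled *Pla2g3*-/- than in *Pla2g3*+/+, *Arg1* 28.6-fold lower and *Chil3* 15.2-fold lower. *Vegfa* had a log2 ratio of 0.37 by its brightest probe and −0.35 by the other. In *Pla2g3*+/+, AOM raised *Mcpt1* 133-fold, *Mcpt2* 124-fold, *Il1b* 56.0-fold, *Ptgs2* 14.0-fold and *Il23a* at least 8.55-fold.

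The other marker lists gave KO/WT medians with vehicle and after AOM as follows, where a value between −1 and 1 is given without a direction. Colonocyte genes had −0.065 and 2.81 and goblet cell genes −0.047 and 2.26, and all of the 9 and 8 genes were above background in *Pla2g3*+/+ with vehicle. Paneth cell genes had −7.38 after AOM, with 3 of 7 above background, and enterocyte genes 1.82 after AOM, with 7 of 10. Mast cell genes had −0.091 and −2.94 (5 of 9), macrophage genes 0.48 and −1.43 (8 of 9), B cell genes −0.49 and −2.24 (10 of 10), plasma cell genes 0.17 and −2.60 (7 of 7) and T cell genes 0.026 and −1.92 (10 of 10). Erythroid genes had 0.35 and −1.95 (3 of 6), adipocyte genes 0.84 and 2.28 (8 of 8), interferon response genes −0.32 and −1.21 (10 of 10) and proliferation genes 0.52 and −0.49 (9 of 10). With normexp and quantile normalization, the AOM medians of B cell (−0.57), enterocyte (0.67) and interferon response genes (−0.87) were within 2-fold. The other AOM medians past 2-fold given so far in this paragraph stayed past it, that of Paneth cell genes at −2.40 over genes detected on both arrays. Hair follicle genes had −0.026 and −0.24 (5 of 10), immediate early and heat shock genes −0.18 and 0.36 (9 of 9), posterior Hox genes −0.32 and 0.84 (6 of 6) and Y chromosome genes −0.17 and 0.30 (4 of 4). Neutrophil genes had 0.83 with vehicle (7 of 11), smooth muscle genes 0.035, Wnt targets 0.064 and the second squamous list 0.11 with vehicle. *Xist*, the gene of the X inactivation list, had −0.39 after AOM, and acinar, second acinar and hepatocyte genes had 0.35, −0.48 and 0.42. None of these genes is in more than 1 list or among those the study picked.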
